# The AP-1 transcription factor JunB is required for Th17 cell differentiation

**DOI:** 10.1038/s41598-017-17597-3

**Published:** 2017-12-12

**Authors:** Soh Yamazaki, Yoshihiko Tanaka, Hiromitsu Araki, Akira Kohda, Fumiyuki Sanematsu, Tomoko Arasaki, Xuefeng Duan, Fumihito Miura, Takaharu Katagiri, Ryodai Shindo, Hiroyasu Nakano, Takashi Ito, Yoshinori Fukui, Shogo Endo, Hideki Sumimoto

## Abstract

Interleukin (IL)-17-producing T helper (Th17) cells are crucial for host defense against extracellular microbes and pathogenesis of autoimmune diseases. Here we show that the AP-1 transcription factor JunB is required for Th17 cell development. *Junb*-deficient CD4^+^ T cells are able to develop *in vitro* into various helper T subsets except Th17. The RNA-seq transcriptome analysis reveals that JunB is crucial for the Th17-specific gene expression program. *Junb*-deficient mice are completely resistant to experimental autoimmune encephalomyelitis, a Th17-mediated inflammatory disease, and naive T helper cells from such mice fail to differentiate into Th17 cells. JunB appears to activate Th17 signature genes by forming a heterodimer with BATF, another AP-1 factor essential for Th17 differentiation. The mechanism whereby JunB controls Th17 cell development likely involves activation of the genes for the Th17 lineage-specifying orphan receptors RORγt and RORα and reduced expression of Foxp3, a transcription factor known to antagonize RORγt function.

## Introduction

Interleukin (IL)-17–producing CD4^+^ T helper (Th17) cells are a key immune cell lineage that protects against extracellular microbe infection^1,2^ and is critically associated with inflammatory autoimmune diseases, e.g., experimental autoimmune encephalomyelitis (EAE), a mouse model for multiple sclerosis^3,4^. Commitment of naive CD4^+^ T cells to the Th17 lineage occurs when T cells are stimulated in the presence of IL-6 and transforming growth factor-β (TGF-β). Th17 cells are characterized by expression of the cytokines IL-17A, IL-17F, and IL-21, and the IL-23 receptor (IL-23R). These molecules are required for effector functions of Th17 cells and also crucial for stabilization of the Th17 phenotype and acquisition of pathogenicity.

Differentiation from naive CD4^+^ T cells into Th17 cells is driven by the lineage-specifying orphan nuclear receptors RORγt (encoded by *Rorc*)^5^ and RORα (encoded by *Rora*)^6^. To achieve the full Th17 differentiation program, however, networks of multiple transcription factors are required. For instance, Th17 cell development requires rapidly-induced transcription factors such as basic leucine zipper transcription factor, ATF-like (BATF)^7^ and interferon regulatory factor 4 (IRF4)^8^, both of which positively regulate expression of ROR proteins and thus control Th17 cell specification^7,8^. RORγt expression is also elevated by the transcription factor STAT3, which functions downstream of the receptor for the Th17-polarizing cytokine IL-6 and plays a crucial role in Th17 cell differentiation^9^. By contrast, IκBζ, a nuclear protein that acts with NF-κB as a transcriptional activator in immune cells^10–12^, has been reported to promote development of Th17 cells without affecting expression of *Rorc* and *Rora* ^13^. On the other hand, Foxp3, a transcription factor that specifies the lineage of regulatory T (Treg) cells, prevents Th17 cell differentiation by antagonizing RORγt function^14^.

BATF is known to function not only in Th17 cells but also in a variety of immune cells, which is probably mediated by leucine-zipper-mediated formation of the activator protein-1 (AP-1) complex with a transcription factor of the Jun family^15–18^. This family contains three members, i.e., c-Jun, JunB, and JunD. In spite of their amino acid sequence similarity, the Jun family AP-1 proteins have distinct functions; e.g., whereas mice lacking JunD are viable, c-Jun-deficient embryos die at embryonic day 12.5 (E12.5) with abnormalities in liver and heart, and JunB inactivation causes multiple defects in extra-embryonic tissues, leading to embryonic lethality at E8.5–10.5^19^. Although the three Jun proteins are each capable of effectively binding to the Th17-polarizing AP-1 factor BATF^15–18^, their role in Th17 development has remained to be elucidated.

In the present study, we show that JunB is required for Th17 cell differentiation. CD4^+^ T cells deficient in the JunB-encoding gene *Junb* fail to differentiate into Th17 cells. The critical role of JunB in generation of the Th17-specific gene expression pattern is presented by the RNA-seq transcriptome analysis. *Junb*-deficient mice are completely resistant to EAE. The dominant role of JunB as a partner of BATF is consistent with the findings that c-Jun is much less abundantly expressed in Th17 cells compared with JunB and JunD, and that JunB but not JunD cooperates with BATF to activate Th17 signature genes. JunB appears to control Th17 cell specification by inducing activation of *Rorc* and *Rora* and by reducing expression of Foxp3.

## Results

### JunB-deficient T helper cells fail to differentiate into Th17 cells

To know the mechanism underlying Th17 cell differentiation, we immunoprecipitated the Th17-polarizing transcription factor IκBζ and analyzed IκBζ-interacting proteins by liquid chromatography-tandem mass spectrometry (LC-MS/MS) and by various binding assays (Supplementary Figure 1). The analyses led to identification of JunB as a novel IκBζ-binding protein, raising a possibility that JunB also participates in Th17 development. Indeed JunB expression was markedly induced, when naive CD4^+^ T cells were activated via T cell receptor under Th17 cell-polarizing conditions (IL-6 and TGF-β) (Fig. 1A). To investigate the role of JunB in Th17 cell differentiation, we generated *Junb* ^f/f^ mice (Supplementary Figure 2A–F); the mice were crossed to *Meox2* ^+/Cre^ mice for deletion of the *Junb* locus in the embryo proper but not in extraembryonic tissues, because conventional *Junb*-deficient mice are known to be embryonic lethal due to placental defects^20^.

**Figure 1:**
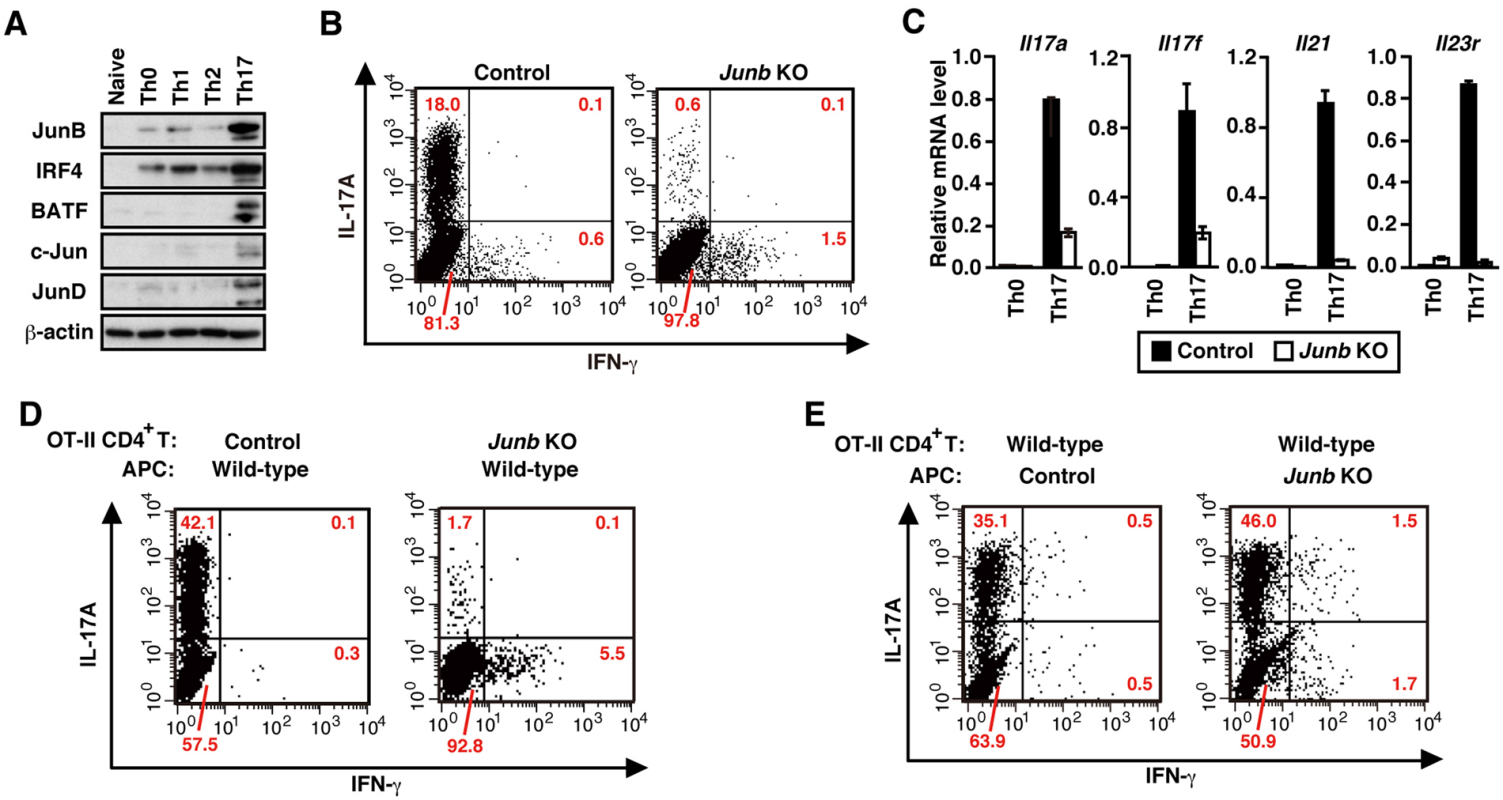
JunB is required for Th17 differentiation *in vitro*. (**A**) Immunoblot analysis of expression of Jun family proteins in wild-type CD4^+^ T cells differentiated *in vitro* under the indicated conditions. (**B**) Flow cytometric analysis of IL-17A production in CD4^+^ T cells cultured under Th17-polarizing conditions. (**C**) Real-time PCR analysis of expression of Th17 signature genes in CD4^+^ T cells cultured under the indicated conditions. Data are presented as mean ± SD. (**D** and **E**) IL-17A production in *Junb*-deficient (KO) OT-II CD4^+^ T cells co-cultured with control (**D**) or *Junb*-deficient (**E**) APCs in the presence of OVA_323–339_. *Junb* KO, *Meox2* ^Cre^; *Junb* ^f/f^ mice; Control, littermate mice with *Junb* ^+/+^ (**A**,**B**,**D**, and **E**) or *Junb* ^f/+^ (**C**).

Consistent with previous reports using similar *Junb*-deficient mice^20,21^, the present *Junb*-deficient mice also exhibited myeloproliferative abnormality (Supplementary Figure 3A) and impairment of osteoclast differentiation (Supplementary Figure 3B,C). Ablation of *Junb* did not affect development of naive CD4^+^ T cells (Supplementary Figure 3D,E). On the other hand, when *Junb*-deficient CD4^+^ T cells cultured under Th17-polarizing conditions, they expressed much less amounts of IL-17A (Fig. 1B) and *Il17a* mRNA (Fig. 1C) than control CD4^+^ T cells. Furthermore, expression of other Th17 signature genes encoding IL-17F (*Il17f*), IL-21 (*Il21*), and IL-23R (*Il23r*) was diminished in *Junb*-deficient T cells (Fig. 1C), indicating an essential role for JunB in Th17 cell differentiation. When OT-II mice-derived CD4^+^ T cells^22^ were cultured with the chicken ovalbumin peptide OVA_323–339_ and splenic antigen-presenting cells (APCs) under Th17-polarizing conditions, *Junb-*deficient OT-II T cells differentiated into IL-17A-producing cells much less efficiently than control cells (Fig. 1D). JunB appears to function in T cells but not in APCs, because differentiation of control naive T cells occurred even in the presence of *Junb-*deficient APCs (Fig. 1E). Thus, JunB likely plays a crucial role in Th17 cell differentiation.

### JunB is crucial for Th17-specific gene expression program

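RNA was sequenced from naive CD4+ T cells and from CD4+ T cells activated for 3 days under Th0 or Th17-polarizing conditions, each from control and *Junb*-deficient mice. Both cultures contained anti-CD3ε (5 μg/ml), anti-CD28 (2.5 μg/ml), anti-IFN-γ (10 μg/ml) and anti-IL-4 (10 μg/ml) antibodies, and only the Th17 cultures contained IL-6 (40 ng/ml) and TGF-β1 (4 ng/ml). There were 8 libraries: 2 replicates per genotype for Th17 cells, and 1 library per genotype for naive and for Th0 cells. The authors depleted ribosomal RNA, aligned paired-end reads to the mouse genome (build mm9) and deposited the number of counts that featureCounts assigned to the exons of each gene, without normalization. Total counts per library ranged from 8087954 in *Junb*-deficient Th0 cells to 21169134 in replicate 1 of *Junb*-deficient Th17 cells. Odd values numbered 0 in every library, so each sequenced fragment could have been counted 2 times, and the counts were used as deposited. The ribosomal RNA precursor *Rn45s* took between 8.09% (replicate 2 of *Junb*-deficient Th17 cells) and 22.7% (replicate 2 of control Th17 cells) of the counts. Counts were normalized by the trimmed mean of M-values (TMM), and *Junb*-deficient and control Th17 cells were compared by edgeR's quasi-likelihood test on the 4 Th17 libraries with Benjamini-Hochberg adjustment. A gene was called differentially expressed at the paper's limits, an FDR below 0.001 and a log2FC beyond 1 in size. The 12509 genes kept by edgeR's filterByExpr were tested. Naive and Th0 cells have no replicates, and their *Junb*-deficient and control libraries were compared without a test. This was a choice, since a fit of all 8 libraries could take the error from the Th17 replicates alone. With 2 replicates against 2, the smallest p an exact permutation test can give is 0.333, so tests of a single gene rest on the model fitted across genes.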

To investigate the effect of JunB deficiency on global gene expression under Th17-polarizing conditions, we performed RNA-seq analyses. Consistent with the results obtained in the qPCR analyses (Fig. 1C), expression of the Th17 signature genes (*Il17a*, *Il17f*, *Il21*, and *Il23r*) was abrogated in the absence of JunB (Fig. 2A). 

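The files list genes by symbol, with mm9 coordinates. *Junb*, the deleted gene (chromosome 8, 87500808 to 87502647), had 1117 CPM (TMM-normalized) in control naive cells, 632 in control Th0 cells and 831 ± 67.8 (SD, n = 2) in control Th17 cells. In *Junb*-deficient cells it had 52.1 CPM in naive cells, 5.55 in Th0 cells and 5.36 ± 1.53 (SD, n = 2) in Th17 cells, which is 4.67%, 0.878% and 0.645% of the control values. *Il17a* (chromosome 1, 20720986 to 20724577) had 97.2 ± 32.7 CPM (SD, n = 2) in control and 4.49 ± 1.15 CPM (SD, n = 2) in *Junb*-deficient Th17 cells, a log2FC of −4.48 (standard error 0.34, adjusted p = 0.000403 from edgeR's quasi-likelihood test). Each standard error given was derived from the log2FC and the F statistic of that test. *Il17f* (chromosome 1, 20767230 to 20774351) had 569 ± 71.7 and 14.9 ± 9.62 CPM, a log2FC of −5.29 (standard error 0.49, adjusted p = 0.000838 from the same edgeR test). *Il21* (chromosome 3, 37121681 to 37131558) differed between the control replicates, with 353 and 70.1 CPM, against 4.19 and 3.39 CPM in *Junb*-deficient cells. Its log2FC was −5.82 (standard error 0.71, edgeR adjusted p = 0.003), outside the FDR limit of 0.001. *Il23r* (chromosome 6, 67372926 to 67441849) was expressed at a low level, with 5.12 ± 2.70 and 0.800 ± 0.120 CPM (SD, n = 2), a log2FC of −2.71 (standard error 0.59) and an edgeR adjusted p = 0.0353, also outside that limit. For each of these genes, both *Junb*-deficient Th17 libraries were below both control Th17 libraries. Leaving out each Th17 library in turn gave log2FC values from −4.77 to −4.10 for *Il17a*, −6.19 to −4.73 for *Il17f*, −6.56 to −4.26 for *Il21* and −3.15 to −2.05 for *Il23r*. With the replicate number as a replicate block, the log2FC was −4.46 for *Il17a* (adjusted p = 0.000112), −5.44 for *Il17f* (adjusted p = 0.000138), −5.48 for *Il21* (adjusted p = 0.000204) and −2.65 for *Il23r* (adjusted p = 0.021) in the same edgeR test. To look at whether the replicate numbers mark pairs, deviations from the group means were correlated across genes between same-numbered control and *Junb*-deficient libraries, which gave 0.168. With 2 replicates per group, differently numbered libraries give −0.168 by construction, and no reference value was set. This correlation therefore does not decide whether the numbers mark pairs. With each library's trend with exon GC content removed, *Il17f* had a log2FC of −5.56 and an edgeR adjusted p = 0.00156, and *Il17a* a log2FC of −4.82 and an edgeR adjusted p = 0.000225. In *Junb*-deficient Th0 cells, which had no replicate, *Il17a* was at 12.1 CPM and *Il17f* at 10.8 CPM, against 11.3 and 5.99 CPM in control Th0 cells.

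**Figure D1:**
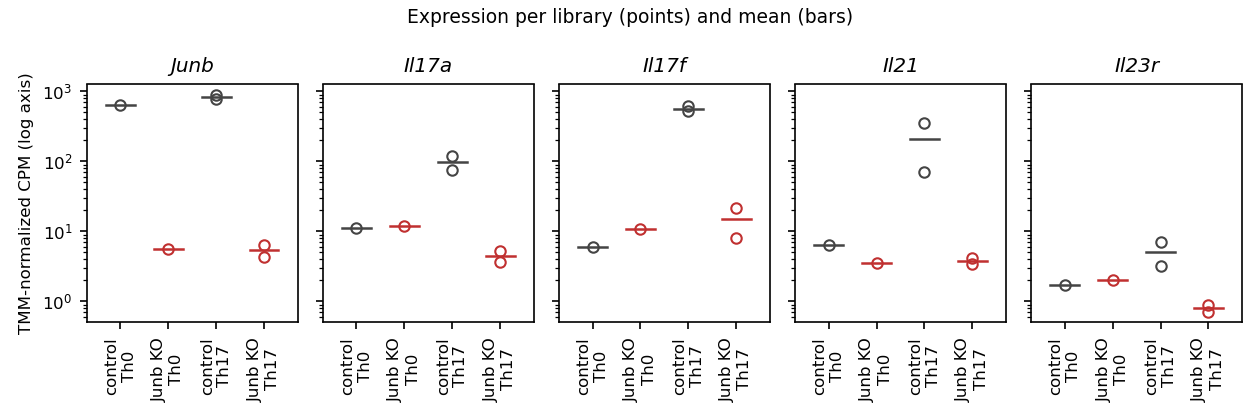
TMM-normalized CPM (log axis) of *Junb* and the Th17 signature genes in each Th0 and Th17 library, with points for libraries and bars for means. Control Th17 cells have 1 point per replicate (n = 2), and *Il21* is at 353 and 70.1 CPM in them.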

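Of the 12509 genes tested, 24 were lower and 18 were higher in *Junb*-deficient than in control Th17 cells at the paper's limits. Besides *Junb* and *Il17f*, the 10 largest decreases were those of *Il9*, *Tmeff1*, *Inhba*, *Gja5*, *Alpk2*, *Ctla2b*, *Ctla2a* and *Peli2*, with log2FC values from −7.42 (*Il9*) to −4.79 (*Peli2*). All 24 lower genes kept a log2FC below −1 when any 1 of the Th17 libraries was left out. These numbers depend on the test, the filter and the FDR limit: the lower genes numbered 269 with edgeR's likelihood ratio test, 315 at an FDR below 0.05, and 344 when every gene with at least 1 count was fitted, the alternative that moved the number most. In that last fit *Il21* kept a log2FC of −5.82, and its quasi-likelihood adjusted p fell from 0.003 to 5.68e-59. The larger number thus goes with a changed estimate of error and not with larger effects. With the replicate block, 77 genes were lower and 64 higher, among them all 24 and all 18 found without it, where the correlation of same-numbered deviations was 0.168. Across genes, log2FC fell with exon GC content, with a Spearman correlation of −0.412 without the block and −0.411 with it, and genes are not independent replicates. With each library's GC trend removed, 12 genes were lower and 3 were higher, and with the replicate block added 12 were lower and 2 were higher. Interleukin and interleukin receptor genes, taken as the symbols that begin with Il and a number, made up 3 of the 24 lower genes (*Il17a*, *Il17f* and *Il9*) and 49 of the 12509 genes tested (odds ratio 38.5, two-sided Fisher's exact test p = 0.000108). Among the 315 genes at an FDR below 0.05 there were 10 such genes (odds ratio 10.2, two-sided Fisher's exact test p = 3.06e-07). The group holds *Il17a* and *Il17f*, whose loss the paper reports, so it was not chosen independently of them, and *Il17f* (adjusted p = 0.00156) and *Il9* (adjusted p = 0.00103) were no longer past the limits with the GC trend removed. This was the only gene group tested for enrichment, its counts treat genes as independent, and no pathway database was used here.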

Pathway enrichment analyses revealed that genes involved in Th17-related functions were significantly enriched in the JunB-regulated gene set (Supplementary Figure 4). 

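For the genes that rose or fell during Th17 differentiation, control Th17 cells were compared with control naive and control Th0 cells by edgeR's quasi-likelihood test in a fit of all 8 libraries, on 14441 genes. At the same limits, 363 genes were up-regulated from naive to Th17 cells and 46 from Th0 to Th17 cells. Of the 363 genes, 272 (74.9%) had a negative log2FC in *Junb*-deficient against control Th17 cells, and their median was −0.37. Of the 46 genes, 43 (93.5%) had a negative log2FC, with a median of −2.29. The log2FC of differentiation and the log2FC of JunB deficiency had a Pearson correlation across genes of −0.493 over the 363 genes (Spearman −0.321) and −0.704 over the 46 genes (Spearman −0.668). These correlations are across genes, which are not independent replicates, and they are 2 of 6 computed, for 3 gene sets from each starting cell. The genes of each set were also divided into 4 groups by the size of their rise. In the group with the largest rise from Th0 cells (median log2FC 7.50), the median log2FC of JunB deficiency was −4.38, against −1.03 in the group with the smallest rise. The corresponding medians from naive cells were −1.18 and −0.21. Both log2FC values contain the control Th17 libraries, so chance variation in those libraries alone gives a negative correlation. With 1 control Th17 replicate used for differentiation and the other for JunB deficiency, the correlation was −0.423 and −0.491 over the 363 genes and −0.723 and −0.599 over the 46 genes, although these genes were chosen with both replicates.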

A strong correlation was observed between genes up-regulated during Th17 differentiation and those impaired by JunB deficiency (Fig. 2A, red dots): genes highly activated during Th17 differentiation had a tendency to be effectively impaired by the absence of JunB. We also found that expression of another subset of genes was down-regulated during Th17 differentiation in a JunB-dependent manner (Fig. 2B, blue dots): genes severely down-regulated during Th17 differentiation tended to be activated by JunB deficiency (Fig. 2B). 

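From naive to Th17 cells, 364 genes were down-regulated, and 334 of them (91.8%) had a positive log2FC in *Junb*-deficient against control Th17 cells, with a median of 1.06. From Th0 to Th17 cells, 48 genes were down-regulated, and 44 of them (91.7%) had a positive log2FC, with a median of 2.60. The Pearson correlation across genes was −0.638 over the 364 genes and −0.484 over the 48 genes. With the control Th17 replicates divided between the axes, it was −0.395 and −0.526 over the 364 genes and −0.455 and −0.420 over the 48 genes. Genes past the limits of differentiation overlapped in part with those past the limits of JunB deficiency: 21 of the 24 genes lower in *Junb*-deficient Th17 cells were up-regulated from naive cells and 14 from Th0 cells, while 5 of the 18 higher genes were down-regulated from naive cells and 8 from Th0 cells. Over all 14441 genes the correlation was −0.505 from naive and −0.499 from Th0 cells. With the control Th17 replicates divided, it was −0.291 and −0.373 from naive and −0.284 and −0.227 from Th0 cells. Simulated counts of 12931 genes with neither differentiation nor a JunB effect gave −0.41 with shared and −0.00898 with divided control Th17 replicates, from naive cells. Such counts vary by chance alone, whereas 6088 of 14441 genes changed by more than 1 (log2) between control naive and Th17 cells. The simulation therefore shows that sharing gives a negative value, and not what part of the correlation it gives.

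**Figure D2:**
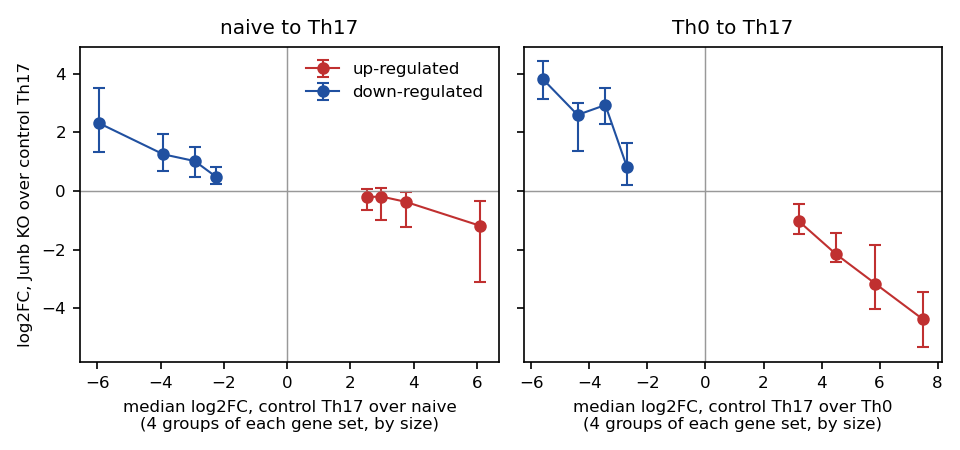
Median log2FC of *Junb*-deficient over control Th17 cells (y axis) in 4 groups of the up-regulated (red) and of the down-regulated (blue) genes, divided by the size of the change, against the median log2FC from control naive or Th0 to control Th17 cells (x axis). Bars span each group's genes from the lower to the upper quartile, and the largest rise from Th0 cells (7.50) lies at −4.38.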

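For the clustering, FPKM values were computed from the deposited counts and the exon length of each gene, and the 18222 genes with a count in at least 1 library were used. The distance between 2 libraries was 1 minus their Spearman correlation, with Ward's linkage (ward.D2 in R's hclust). The replicates of *Junb*-deficient Th17 cells joined at a height of 0.0284 and those of control Th17 cells at 0.0389. The *Junb*-deficient Th17 cells then joined the Th0 cells at 0.0558, and the control Th17 cells joined this group at 0.0797. The 4 distances between a *Junb*-deficient and a control Th17 library were 0.0417 and 0.0480 for replicate 1 of the control and 0.0573 and 0.0599 for replicate 2, all above the distance between the control replicates, 0.0389.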

The hierarchical clustering analysis revealed that lack of JunB drastically altered gene expression in CD4^+^ T cells after culture under Th17-polarizing conditions (Fig. 2C). By contrast, the absence of JunB did not largely affect expression patterns in naive T helper cells and Th0 cells (Fig. 2C). 

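Control and *Junb*-deficient naive cells joined at a height of 0.0244 and control and *Junb*-deficient Th0 cells at 0.0370, a height between those of the *Junb*-deficient and of the control Th17 replicates. In numbers of genes, 1109 of 14441 had a log2FC beyond 1 in size between the *Junb*-deficient and control naive libraries, and 2019 between the Th0 libraries, with 2 added to each count before logarithms. The 4 pairs of a *Junb*-deficient and a control Th17 library gave from 2148 to 3538 such genes, with a median of 3073.5. Between the 2 control Th17 replicates there were 2162, and between the 2 *Junb*-deficient Th17 replicates 1438. The naive and Th0 comparisons have no replicates of their own, and by choice no gene was tested in them. The naive number is below and the Th0 number close to what separates replicates of control Th17 cells, as is the lowest of the Th17 pairs. With only the genes that had at least 10 counts in every library, the numbers were 198 in naive, 530 in Th0 and a median of 1358 in Th17 cells, from 783 in the lowest pair, against 839 between the control and 348 between the *Junb*-deficient Th17 replicates. The Th0 number thus exceeds that between *Junb*-deficient replicates, and the lowest Th17 pair is below that between control replicates. A list of marker genes of B cells, myeloid cells, NK cells and erythroid cells, of which 11 were expressed, had a median log2FC of 0.88 in *Junb*-deficient naive cells and 1.80 in *Junb*-deficient Th0 cells, with all 11 genes higher in both.

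**Figure D3:**
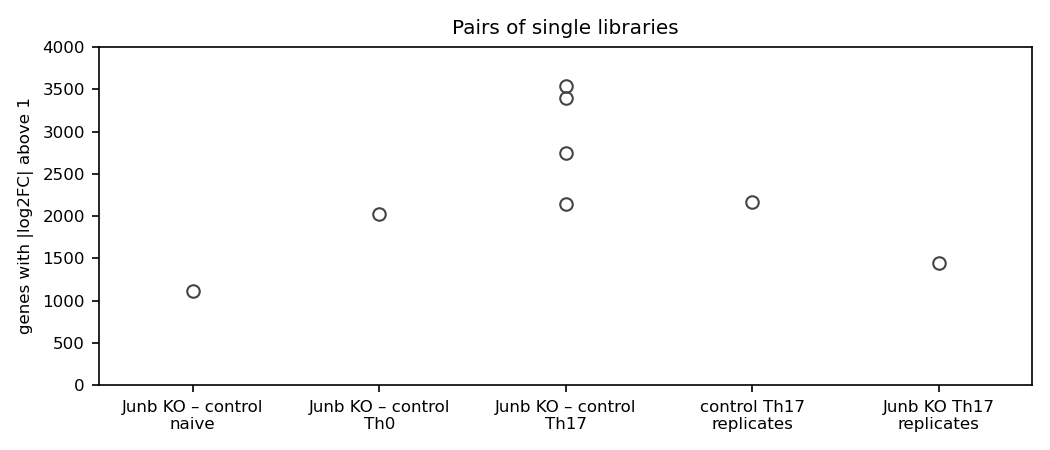
Number of genes with a log2FC beyond 1 in size between 2 single libraries, with 1 point per pair of libraries. Naive cells are at 1109 and Th0 cells at 2019, and the 4 Th17 pairs lie from 2148 to 3538.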

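The 2 *Junb*-deficient Th17 libraries lay at distances of 0.0468 and 0.0524 from the control Th0 library, with a mean of 0.0496. Their distances to the control Th17 libraries had a mean of 0.0517. The difference of these means, 0.00207, was smaller than the SD of 0.00804 between the differences that single pairs of libraries gave. With replicate 1 of the control Th17 cells alone, the *Junb*-deficient Th17 cells were nearer to control Th17 than to control Th0 cells by this measure, with a difference of −0.0048. With replicate 2 alone, the difference was 0.00895 in favour of Th0 cells. The distance to the *Junb*-deficient Th0 library was smaller than either, with a mean of 0.0414, and control Th17 cells were at a mean of 0.0622 from control Th0 cells. With each library's trend with exon GC content removed, the difference was −0.00263.

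**Figure D4:**
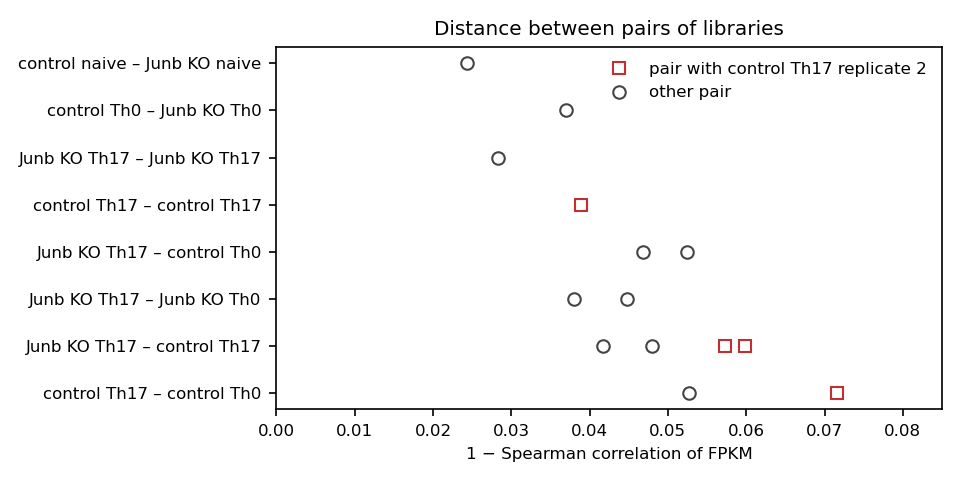
Distance between pairs of libraries (x axis, 1 minus the Spearman correlation of FPKM), with 1 point per pair and squares for pairs that include replicate 2 of control Th17 cells. The squares between *Junb*-deficient and control Th17 cells lie at 0.0573 and 0.0599, and the circles at 0.0417 and 0.0480.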

Importantly, the expression profile of *Junb*-deficient CD4^+^ T cells under Th17-polarizing conditions was more similar to that of normal Th0 cells than that of Th17 cells (Fig. 2C). Thus JunB is indispensable for generation of a gene expression pattern specific to Th17 cells.

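Whether JunB deficiency acts differently under Th17-polarizing than under Th0 conditions was tested directly as an interaction in the fit of all 8 libraries. At an FDR below 0.001, 0 of 14441 genes differed, 30 did at an FDR below 0.05, and 853 had an unadjusted p below 0.05. The difference of the log2FC values between Th17 and Th0 cells was −4.54 for *Il17a* and −6.12 for *Il17f* (adjusted p = 0.0111 for both from edgeR's quasi-likelihood test, with 1 Th0 library per genotype). From the loss of expression of Th17 signature genes, the relation of differentiation to JunB deficiency and the clustering of *Junb*-deficient cells with Th0 cells (Fig. 2A–C), the paper concludes that cells cannot form the Th17 expression pattern without JunB.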

**Figure 2:**
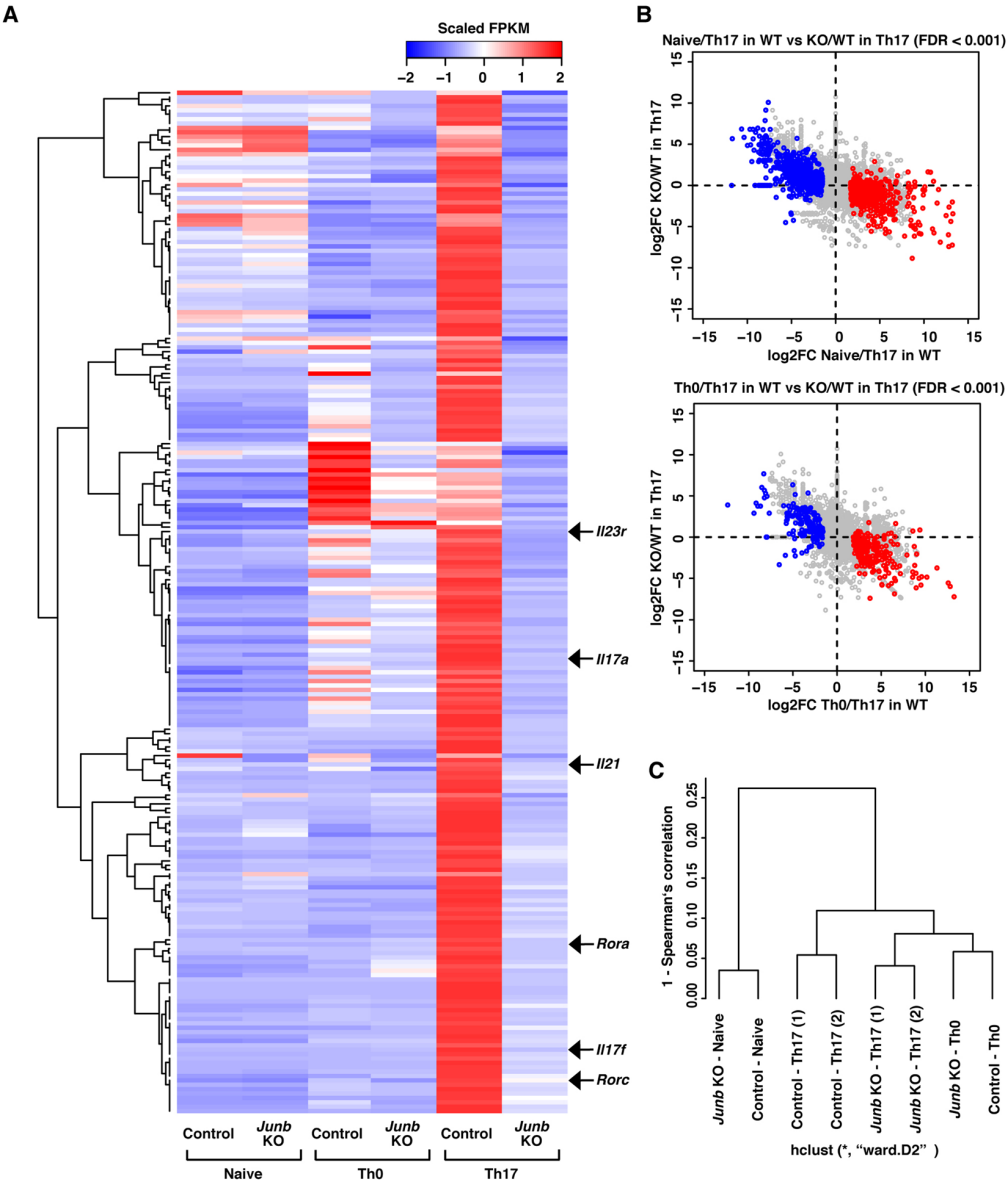
JunB governs the Th17-specific gene expression program. (**A**) Heat map of hierarchical clustering of 234 genes down-regulated in *Junb*-deficient Th17 cells compared to control Th17 cells. Each column displays scaled FPKM of 234 genes in the indicated sample. Arrows indicate typical Th17 signature genes. (**B**) Correlation between JunB-regulated genes and those differentially expressed during Th17 differentiation. For each gene, log2FC between control and *Junb*-deficient Th17 cells are plotted against log2FC during Th17 differentiation from control naive or Th0 cells. Red and blue dots indicate genes significantly up- and down-regulated during Th17 differentiation, respectively (FDR < 0.001, |log2FC| > 1). (**C**) Dendrogram of unsupervised hierarchical clustering of the transcriptomes of control and *Junb*-deficient naive, Th0, and Th17 cells.

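A heat map of this kind rests on the genes lower in *Junb*-deficient Th17 cells. Of the 24 such genes found here, 23 (95.8%) had their highest mean FPKM among the 6 groups in control Th17 cells, and the exception was *Junb*. The median FPKM of the 24 genes was 29.6 in control and 1.91 in *Junb*-deficient Th17 cells. It was 2.33 in control and 1.5 in *Junb*-deficient Th0 cells, and 0.354 and 0.514 in control and *Junb*-deficient naive cells. Of the 24 genes, 14 had a higher mean FPKM in *Junb*-deficient Th17 than in control Th0 cells. For the 269 genes lower by edgeR's likelihood ratio test, 221 (82.2%) were highest in control Th17 cells. That genes chosen as lower in *Junb*-deficient Th17 cells have a high value in control Th17 cells follows in part from how they were chosen.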

### JunB is dispensable for development of Th1, Th2, and Treg cells

In contrast to the essential role of JunB in Th17 differentiation, neither Th1 nor Th2 differentiation was affected by ablation of *Junb*: interferon-γ (IFN-γ) and IL-4 were normally synthesized under Th1- and Th2-polarizing conditions, respectively (Fig. 3A–C). In addition, *Foxp3* (encoding Foxp3), which specifies differentiation into Treg cells^1,2^, was expressed in *Junb-*deficient cells as much as in control cells under Treg-polarizing conditions (Fig. 3D). Intriguingly, *Foxp3* expression under Th17-polarizing conditions was increased in *Junb-*deficient cells (Fig. 3D); a similar increase has been also observed by ablation of *Irf4* and *Batf*, each being required for development of Th17 cells^7,8^. These findings indicate that JunB is selectively required for Th17 differentiation.

**Figure 3:**
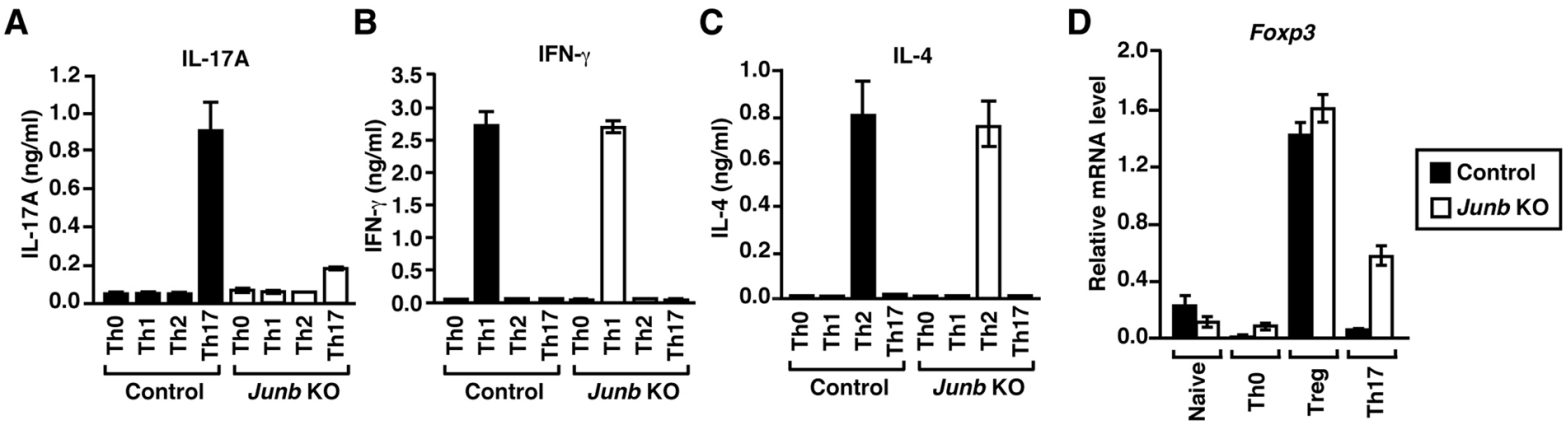
JunB specifically controls Th17 differentiation. (**A**) ELISA analysis of cytokine release from CD4^+^ T cells cultured under the indicated conditions. (**B**) *Foxp3* expression in CD4^+^ T cells cultured under the indicated conditions. *Junb* KO, *Meox2* ^Cre^; *Junb* ^f/f^ mice; Control, littermate mice with *Junb* ^*+/+*^ (**A**) or *Junb* ^f/+^ (**B**). Data are presented as mean ± SD.

### JunB-deficient mice are completely resistant to EAE induction

To examine the *in vivo* role of JunB in Th17 cell differentiation, we evaluated the effects of *Junb* ablation in EAE, because Th17 cells are the major pathogenic population in this disease^3,4^. *Junb* ^f/+^ mice were immunized with myelin oligodendrocyte glycoprotein peptide 35–55 (MOG_35–55_) and monitored for clinical signs of EAE. As shown in Fig. 4A, all *Junb* ^f/+^ mice (n = 25) developed severe EAE. In contrast, none of the *Junb-*deficient mice (n = 22) displayed signs of paralysis during the 48-day period (Fig. 4A). The EAE phenotype of *Junb*-deficient mice is similar to that of mice lacking *Batf* ^7^ or *Irf4* ^8^. The resistance of *Junb*-deficient mice to EAE induction was confirmed by histopathological analysis of the spinal cords of *Junb* ^f/+^ and *Junb*-deficient mice. As shown in Fig. 4B, three to six demyelinated areas were observed in the spinal cord sections of *Junb* ^f/+^ mice; on the other hand, no demyelinated areas in those of *Junb-*deficient mice (Fig. 4B). In addition, although both CD3ε^+^ T cells and CD11b^+^ myeloid cells were densely infiltrated into the spinal cord of *Junb* ^f/+^ mice, no infiltration of immune cells occurred in *Junb-*deficient mice (Fig. 4C). Thus, clinical and histopathological analyses indicate that *Junb-*deficient mice are completely resistant to EAE.

**Figure 4:**
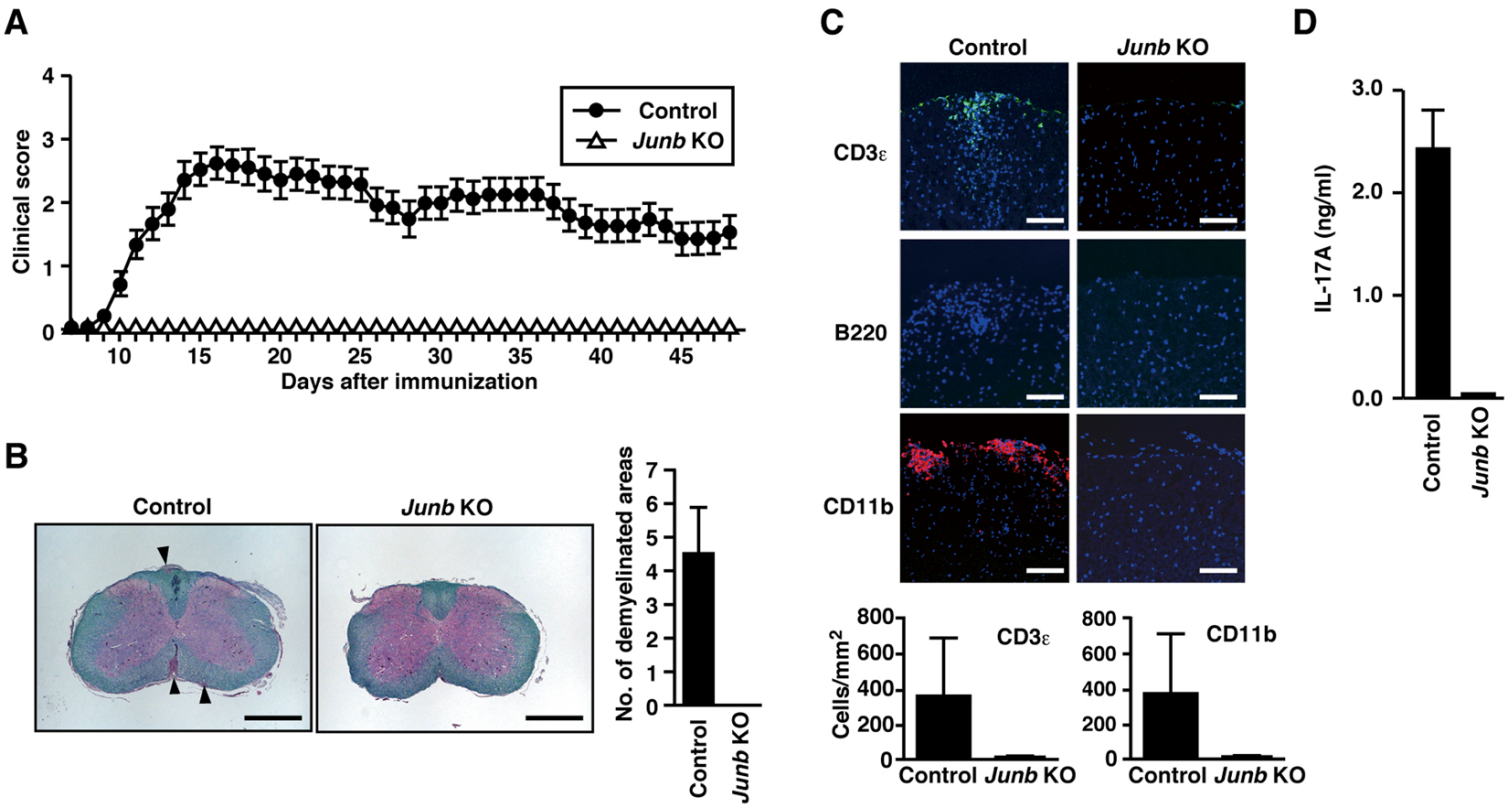
*Junb*-deficient mice are resistant to EAE. (**A**) EAE disease course in *Junb* ^f/+^ (control) (*n* = 25) and *Junb*-deficient (KO) (*n* = 22) mice. Mean clinical scores are presented as mean ± SEM. (**B** and **C**) Pathological analysis in the spinal cord sections of mice on day 12 after EAE induction (*n* = 6). Arrowheads indicate demyelinated areas (Luxol fast blue) in (**B**). Scale bars in (**B**), 500 µm. Infiltrated cells were detected by immunostaining for CD3ε (T cells), B220 (B cells), and CD11b (myeloid cells) in (**C**). Scale bars in (**C**), 100 µm. (**D**) IL-17A production in MOG_35–55_-restimulated CD4^+^ T cells from mice with EAE. Error bars in (**B**,**C** and **D**) represent SD.

To investigate the presence or absence of Th17 cells in MOG-treated *Junb*-deficient mice, we prepared CD4^+^ T cells and restimulated them with MOG_35–55_ in the presence of APCs. As shown in Fig. 4D, IL-17A was abundantly expressed upon restimulation in CD4^+^ T cells from MOG-immunized *Junb* ^f/+^ mice. By contrast, CD4^+^ T cells from immunized *Junb-*deficient mice failed to produce IL-17A when stimulated with MOG_35–55_ (Fig. 4D), confirming that Th17 cells are absent from *Junb-*deficient mice. Taken together with the present findings, we conclude that JunB is required for Th17 differentiation both *in vitro* and *in vivo*.

Because epidermis-specific deletion of *Junb* is known to result in skin inflammation^19^, we studied the effect of systemic *Junb* deletion in imiquimod-induced dermatitis, a mouse model for psoriasis-like inflammatory disease^23^. Treatment with imiquimod induced ear swelling in *Junb*-deficient mice to the extent similar to that in control mice (Supplementary Figure 5A). In addition, *Junb* deletion did not affect the induction of psoriasis-associated genes such as *Defb4*, *Il17f*, *S100a9*, and *Il19* in imiquimod-treated skin lesions, although the mRNA level of the two other associated genes *IIl23a* and *Il24* in *Junb*-deficient mice was slightly higher than that in control mice at day 5 after imiquimod treatment (Supplementary Figure 5B). These findings suggest that JunB plays a marginal, if any, role in imiquimod-induced psoriasis.

### c-Jun is much less expressed than JunB and JunD in Th17 cells

The present finding that single gene ablation of *Junb* is sufficient for effective suppression of Th17 development raised the question why *Junb* plays such an indispensable role in spite of the presence of other Jun family genes. Indeed the two closely-related proteins c-Jun and JunD as well as JunB were each capable of directly interacting with BATF (Supplementary Figure 6A,B), an AP-1 protein that is required for Th17 differentiation^7^, and can exist in a complex with BATF on an AP-1 site, as demonstrated by recent analysis using electrophoretic mobility shift assays (EMSAs)^24–26^. To know the reason for the dominant role of JunB in Th17 development, we first evaluated the relative amounts of the Jun family proteins expressed in Th17 cells. For this purpose, immunoblot analysis was performed for detection of endogenous JunB, c-Jun, and JunD in Th17 cells using the same amounts of the respective FLAG-tagged Jun proteins to make standard curves (see “Methods”; Fig. 5A; Supplementary Figure 7). As estimated by the analysis, c-Jun was much less expressed than JunB in Th17 cells, whereas the amount of JunD protein was slightly smaller than that of JunB (Fig. 5A). Consistent with this, only a marginal expression of mRNA for c-Jun was observed in Th17 cells compared with *Junb* mRNA expression (Fig. 5B). The low expression of c-Jun in Th17 cells appears to agree with the previous observation that c-Jun is not involved in the AP-1 complex in Th17 cells, in contrast to JunB and JunD^25^. In addition, Th17 development was not impaired by knockdown of c-Jun using siRNAs, especially c-Jun siRNA #2, and also c-Jun siRNA #3, but to a lesser extent (Supplementary Figure 8). Thus c-Jun does not appear to play a major role in Th17 development because of its low expression, although c-Jun has an ability to form an AP-1 complex with BATF when overexpressed in HEK293T cells^26^.

**Figure 5:**
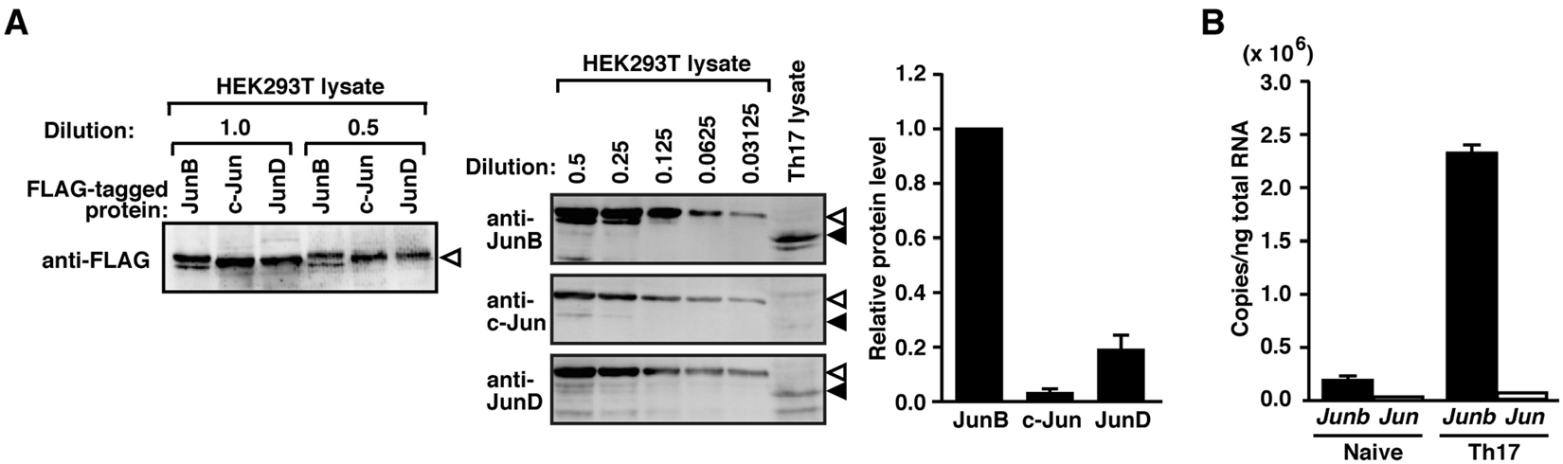
JunB but not c-Jun is abundantly expressed in Th17 cells. (**A**) Immunoblot analysis for evaluation of relative expression levels of endogenous Jun family proteins in Th17 cells. The same amounts of FLAG–JunB, FLAG–c-Jun or FLAG–JunD, which were expressed in HEK293T cells, were estimated by immunoblot with an anti-FLAG antibody (M2) (left panel). Serially diluted proteins and the Th17 cell lysate were subjected to immunoblot analysis with anti-JunB, anti-c-Jun, or anti-JunD antibodies (middle panel), followed by quantification with Odyssey Infrared Imaging System. FLAG-tagged and endogenous proteins were denoted by white and black arrowheads, respectively. Relative protein levels of endogenous JunB, c-Jun, and JunD were shown in the right panel in **(A)**. (**B**) Real-time PCR analysis for relative mRNA copy numbers of *Junb* and *Jun* in naive CD4^+^ T cells and Th17 cells. mRNA copy numbers were estimated from standard curves that were generated using known numbers of a plasmid encoding *Junb* or *Jun*. Data are presented as mean ± SD.

### JunB but not JunD cooperates with BATF to activate Th17 signature genes

To further know the reason why JunB plays the dominant role in Th17 development, we next investigated the role for JunB in BATF-dependent activation of Th17 signature genes and compared it with that for JunD, which is present in Th17 cells at the level comparable to JunB in contrast to the low expression of c-Jun. As described above, JunB as well as JunD is capable of forming a heterodimer with BATF. Although JunB by itself failed to induce transcription via the *Il17a* promoter, JunB activated the promoter in cooperation with BATF (Fig. 6A,B), indicating that JunB forms a productive dimer with BATF in *Il17a* activation. On the other hand, JunD did not elicit *Il17a* transcription even in the presence of BATF. Furthermore, JunB but not JunD cooperated with BATF to activate the Th17 signature genes *Il17f* and *Il23r* (Fig. 6C,D). These findings indicate that JunB functions as an indispensable partner of BATF in Th17 development, whereas JunD does not play a major role in regulation of Th17 cells.

**Figure 6:**
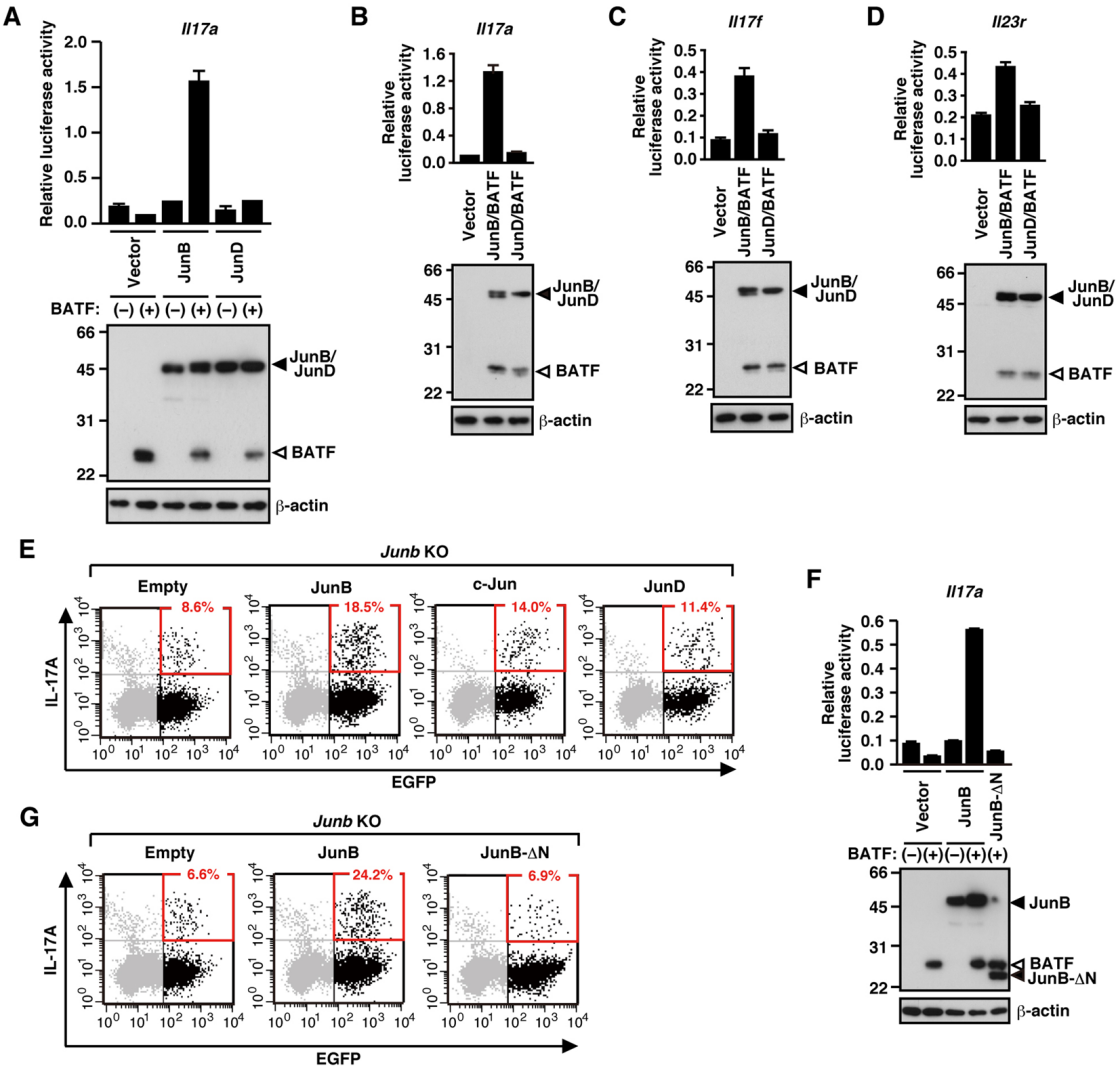
JunB but not JunD regulates expression of Th17 signature genes. (**A**,**B**,**C**,**D** and **F**) Luciferase reporter assay for transcriptional activation of the promoter of *Il17a* (**A**,**B** and **F**), *Il17f* (**C**), or *Il23r* (**D**) in HEK293T (**A** and **F**), NIH3T3 (**B** and **C**), or BW5147α^−^β^−^ (**D**) cells by exogenous expression of Jun family proteins and/or BATF, and immunoblot (IB) analysis of the exogenously expressed proteins. Data are presented as mean ± SD. (**E** and **G**) IL-17A production in *Junb*-deficient (KO) OT-II CD4^+^ T cells by retroviral overexpression of Jun family proteins (**E**) or a N-terminally truncated JunB (JunB-∆N) (**G**) together with EGFP. Production of IL-17A was analyzed by flow cytometry; numbers indicate percent EGFP^+^ cells producing IL-17A.

We also used *Junb-*deficient CD4^+^ T cells to know the role of Jun family proteins in Th17 differentiation. Compared with JunB, retrovirally expressed JunD only marginally restored Th17 development of the *Junb-*deficient cells (Fig. 6E). The finding supports the idea that JunD is not a major regulator in Th17 differentiation. The activity of JunB likely depends on the N-terminal region, which is not involved in binding to DNA or dimerization with BATF^15^, because truncation of this region resulted in a loss of both activation of *Il17a* transcription (Fig. 6F) and induction of Th17 differentiation (Fig. 6G). On the other hand, overexpression of c-Jun in the *Junb-*deficient CD4^+^ T cells partially restored IL-17A production, but less effective than that of JunB (Fig. 6E). Although c-Jun thus may have an ability to replace JunB in Th17 differentiation at least partially, JunB but not c-Jun plays the indispensable role, because c-Jun is expressed in Th17 cells to a much lesser extent than JunB (Fig. 5).

The *Fosl2*-encoded protein Fra2, another member of the AP-1 family, also has been reported to be important for Th17 cell specification^27^. Although JunB did not regulate expression of *Fosl2* during Th17 development (Supplementary Figure 9A), JunB was capable of forming a complex with Fra2 and activating *Il17a* transcription (Supplementary Figure 9B,C), suggesting that Fra2 may control Th17 differentiation by interacting with JunB.

### JunB is required for expression of *Rorc* and *Rora*

The present findings indicate that JunB regulates Th17 development by forming a heterodimer with BATF. To further know the molecular mechanism whereby JunB functions, we tested its role in expression of the Th17 lineage-specifying factor RORγt (encoded by *Rorc*)^5,6^. It is known that *Rorc* expression under Th17-polarizing conditions is impaired in CD4^+^ T cells deficient in the Th17-polarizing transcription factors BATF^7^, IRF4^8^, and STAT3^9^, whereas the expression is not affected in CD4^+^ T cells lacking IκBζ (encoded by *Nfkbiz*), which also participates in Th17 development^13^. As shown in Fig. 7A, expression of *Rorc* mRNA was prevented in *Junb-*deficient CD4^+^ T cells at 24 and 72 h after stimulation. The RORγt-related protein RORα is also known to regulate development of Th17 cells, e.g., RORα and RORγt molecularly cross-compensate for Th17 differentiation^6^. Although expression of *Rora* was enhanced during Th17 differentiation in *Junb* ^f/+^ CD4^+^ T cells, the enhancement did not occur in *Junb*-deficient CD4^+^ T cells (Fig. 7A). The impaired expression of *Rorc* and *Rora* in *Junb*-deficient cells was confirmed by RNA-seq analysis (Fig. 2A). Furthermore, as shown in a chromatin immunoprecipitation analysis (Supplementary Figure 10), at around the transcription start site of *Rorc* and *Rora* as well as that of other Th17 signature genes, *Junb* deficiency resulted in deacetylation of histones H3 and H4, characteristic of transcriptionally inactive chromatin states. It has been reported that *Rora* expression is prevented also in *Batf*-deficient CD4^+^ T cells^7^ but not in *Nfkbiz*-deficient cells^13^. 

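In the Th17 libraries, *Rora* (chromosome 9, 68501593 to 69236053) had 205 ± 7.56 CPM (SD, n = 2) in control and 62.5 ± 10.5 CPM (SD, n = 2) in *Junb*-deficient cells, a log2FC of −1.75 (standard error 0.25, adjusted p = 0.00577 from edgeR's quasi-likelihood test). It did not pass the paper's FDR limit of 0.001 in this test. With the replicate block, the log2FC was −1.76 (edgeR adjusted p = 0.00177), where same-numbered deviations had a correlation of 0.168. *Rora* passed the limit in edgeR's likelihood ratio test (adjusted p = 1.57e-07). Leaving out each Th17 library in turn gave log2FC values from −1.95 to −1.57. In Th0 cells, with no replicates, *Rora* had 44.6 CPM in the control and 60.5 CPM in the *Junb*-deficient library.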

The reduced transcription of *Rorc* and *Rora* in *Junb-*deficient T cells does not seem to be due to perturbation in IRF4 and BATF, because the amounts of these transcription factors were not affected by *Junb* deficiency in Th17 cells (Fig. 7B). Of note, compensatory elevation in expression of c-Jun and JunD did not occur in the absence of *Junb* (Fig. 7B). Thus, JunB as well as BATF stimulates the expression of the ROR nuclear receptors RORγt and RORα, which likely contributes to differentiation of Th17 cells.

**Figure 7:**
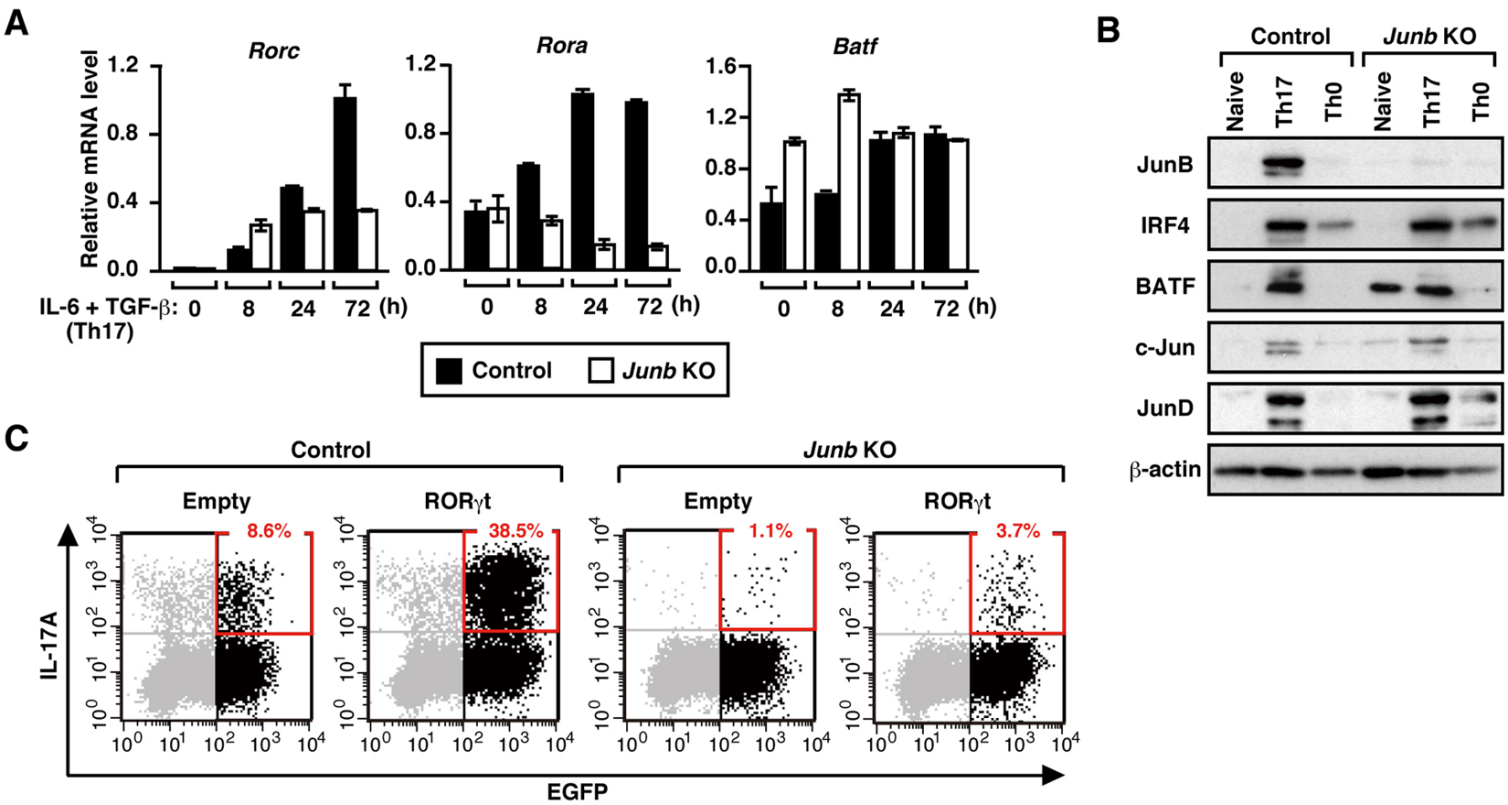
Expression of RORγt and RORα is impaired in *Junb*-deficient cells. (**A**) Real-time PCR analysis of *Rorc* and *Rora* expression in *Junb* ^f/+^ (control) and *Junb*-deficient (KO) CD4^+^ T cells cultured under Th17-polarizing conditions. Data are presented as mean ± SD. (**B**) Immunoblot analysis of production of IRF4, BATF, and Jun family proteins in CD4^+^ T cells cultured under the indicated conditions. (**C**) Bi-cistronic retroviral overexpression of RORγt together with EGFP and its effect on IL-17A production in CD4^+^ T cells cultured under Th17-polarizing conditions. IL-17A production was analyzed by flow cytometry; numbers indicate percent EGFP^+^ cells producing IL-17A.

We next tested whether overexpression of RORγt is able to rescue impaired development of Th17 cells in *Junb*-deficient cells. Retroviral expression of RORγt restored IL-17A production impaired in *Junb-*deficient CD4^+^ T cells under Th17-polarizing conditions, but to a small extent (less than 10%) (Fig. 7C). Similarly, a loss of Th17 differentiation by ablation of *Batf* or *Irf4* is only slightly rescued by overexpression of RORγt^7,8^. The partial restoration indicates that RORγt expression is not sufficient for differentiation of Th17 cells, and thus raises a possibility that RORγt function is also supported by the Th17-polarizing factors JunB, BATF, and IRF4. It has recently been proposed that early binding of BATF and IRF4 to Th17-associated genes governs chromatin accessibility and subsequent recruitment of RORγt^27^, and thus it seems likely that the BATF-partner JunB also participates in initial chromatin accessibility of RORγt for Th17 cell specification.

RORγt-dependent expression of IL-17A is not only a feature of Th17 cells but also that of other RORγt^+^ cells including γδT cells^28^ and NKp46^−^CCR6^+^CD4^+^ group 3 innate lymphoid cells (ILC3)^29^. To know the role of JunB in IL-17A production by these cell types, we analyzed lymphocytes from short intestinal lamina propria of *Junb*-deficient and control mice. As expected, ablation of *Junb* led to a severe impairment in IL-17 production by Th17-containing populations such as CD4^+^TCRβ^+^ cells (Supplementary Figure 11A) and CD3ε^+^TCRγδ^−^ cells (Supplementary Figure 11B). By contrast, *Junb* depletion only modestly reduced IL-17A production by CD4^+^TCRβ^−^ cells, containing IL-17-producing ILC3 cells (Supplementary Figure 11A), and that by CD3ε^+^TCRγδ^+^ cells (γδT cells) (Supplementary Figure 11B). These findings indicate that JunB plays an indispensable role in IL-17A expression by Th17 cells, but not in that by ILC3 and γδT cells.

### JunB promotes Th17 differentiation by cooperating with BATF

Because JunB was capable of directly binding to not only BATF but also IκBζ (Supplementary Figure 1), it seemed possible that a functional link may exist between JunB and IκBζ. To test this possibility, we expressed IκBζ retrovirally in CD4^+^ T cells cultured under Th17-polarizing conditions. As previously reported^13^, overexpression of IκBζ or RORγt in wild-type CD4^+^ T cells increased a population of IL-17A-producing cells (Supplementary Figure 12A). Since the increase did not occur in *Junb*-deficient cells (Supplementary Figure 12B), IκBζ may possibly function in cooperation with JunB. However, expression of the Th17-specifying genes *Rorc* and *Rora* is dependent on JunB (Fig. 7A) but not on IκBζ, indicating that JunB does not cooperate with IκBζ. Furthermore, BATF effectively replaced IκBζ as a JunB-binding partner (Supplementary Figure 6C), and, unlike IκBζ, BATF regulates expression of both *Rorc* and *Rora* ^7^. These findings agree with the conclusion that JunB primarily functions by forming a productive dimer with BATF in Th17 development.

## Discussion

The present study provides genetic evidence that JunB is required for Th17 cell differentiation: *Junb*-deficient CD4^+^ T cells are defective in differentiating into Th17 cells, and *Junb*-deficient mice are refractory to induction of the Th17 cell-dependent autoimmunity EAE. The conclusion that JunB likely functions via forming an AP-1 complex with BATF, which is also indispensable for Th17 development, may be supported by recent observations in EMSAs using Th17 nuclear extracts: BATF can be complexed with JunB on AP-1-binding sites^7,24–26^. Although a part of such complexes also contains JunD^25^, JunD does not appear to make a major contribution to Th17 development. This is because JunD fails to activate Th17 signature genes in cooperation with BATF (Fig. 6). The role of c-Jun as a productive partner of BATF also seems to be minimal, since c-Jun is not abundantly expressed during differentiation into Th17 cells (Fig. 5) and compensatory elevation in the amount of c-Jun does not occur in the absence of *Junb* (Fig. 7).

The molecular mechanism whereby JunB controls Th17 differentiation likely involves JunB-dependent expression of the Th17 lineage-specifying factors RORγt and RORα; the expression is impaired by *Junb* ablation (Fig. 7). Consistent with this, the absence of the JunB-partner BATF also results in an impaired expression of *Rorc* and *Rora* ^7^. On the other hand, IκBζ, another JunB-binding protein, does not participate in expression of *Rorc* and *Rora* ^13^. The difference suggests that JunB does not function with IκBζ in Th17 differentiation, which is in agreement with the present observation that JunB interacts with BATF much more strongly with IκBζ (Supplementary Figure 6C). A BATF-containing AP-1 dimer has been shown to interact with IRF4 (or IRF8) on AP-1–IRF composite elements (AICEs), thereby activating a variety of genes that regulate development of immune cells such as Th2, Th17, B, and dendritic cells^15,24–27^. BATF in the AP-1 heterodimer and IRF4 are thus considered to cooperatively function in Th17 differentiation at least in part. Like JunB and BATF, IRF4 also regulates *Rorc* expression^8^. In addition to increased expression of *Rorc* and *Rora*, JunB appears to function also by repressing expression of Foxp3, a transcription factor that is known to inhibit Th17 cell differentiation by antagonizing RORγt function^14^. This is because Foxp3 expression is elevated in *Junb-*deficient cells under Th17-polarizing conditions (Fig. 3), which elevation is also observed in cells lacking the JunB-partner BATF^7^. Furthermore, since early binding of BATF to Th17-associated genes appears to govern chromatin accessibility and subsequent recruitment of RORγt^27^, it seems possible that the BATF-partner JunB also contributes to initial chromatin accessibility of RORγt for Th17 cell specification. This may explain at least partially the reason why forced expression of RORγt only partially rescues Th17 differentiation impaired in *Junb*-deficient cells (Fig. 7).

The present RNA-seq transcriptome analysis confirms the requirement of JunB for Th17 development: besides induction of Th17 signature genes, JunB turns on the Th17 gene expression program (Fig. 2). On the other hand, JunB deficiency only marginally affects gene expression in naive CD4^+^ T cells and Th0 cells (Fig. 2), which is consistent with the finding that CD44 and CD62L are normally expressed in *Junb*-deficient naive CD4^+^ T cells (Supplementary Figure 3E). 

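Over all genes, the median size of the log2FC between *Junb*-deficient and control cells was 0.18 in naive cells and 0.29 in Th0 cells, each from 1 library per genotype. Between the means of the Th17 replicates it was 0.36. In naive cells, *Cd44* had 156 CPM in the control and 136 CPM in the *Junb*-deficient library. Of the 315 genes lower at an FDR below 0.05 in *Junb*-deficient Th17 cells, 65 were also lower by more than 1 on the log2 scale between the Th0 libraries and 11 between the naive libraries. Of the 270 genes higher in *Junb*-deficient Th17 cells at that FDR, 127 were higher by more than 1 between the Th0 libraries and 40 between the naive libraries. The libraries shared no samples between these comparisons.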

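*Junb*-deficient Th17 cells joined Th0 cells before control Th17 cells with the 18222 genes used above, with genes passing filterByExpr, with genes of at least 10 counts in every library, with Pearson correlation of log2 FPKM in place of Spearman correlation, with average linkage, and with the libraries thinned to the smallest total. The height at which they joined control Th17 cells exceeded that at which they joined Th0 cells by 0.0240, and by 0.0121 with average linkage. Without replicate 2 of the control Th17 cells the order changed, and *Junb*-deficient Th17 cells joined the remaining control Th17 library first, with a difference of −0.0108.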

The gene expression pattern of *Junb*-deficient CD4^+^ T cells under Th17-polarizing conditions falls into the same cluster as that of Th0 cells (Fig. 2C). Thus JunB is not involved in TCR-mediated conversion of naive helper T cells into Th0 cells.

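The change from naive to Th0 cells was compared between the genotypes from 1 library each, so the comparison has no replicates. Across 14441 genes, the log2FC from naive to Th0 cells in *Junb*-deficient cells had a Pearson correlation of 0.835 (Spearman 0.839) with that in control cells, and genes are not independent replicates. Of the 5926 genes that changed by more than 1 on the log2 scale in control cells, 5607 changed in the same direction in *Junb*-deficient cells, and 4191 by more than 1. For the change from naive to Th17 cells the correlation was 0.791, and of 6088 genes that changed by more than 1 in control cells 5646 changed in the same direction.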

The present study also demonstrates that *Junb-*deficient CD4^+^ T cells are able to differentiate into Th1, Th2, and Treg cells under the respective polarizing conditions (Fig. 3). Consistently, the JunB-binding protein BATF is not required for differentiation into these T cell subsets^7^. It has been reported that JunB protein level correlates with the extent of differentiation into Th2 cells^30–32^; accordingly, JunB is considered to facilitate Th2 cell development, although the direct effect of JunB has not been tested using *Junb*-knockout mice until the present study. Because the facilitation is mainly due to increased production of the autocrine factor IL-4 that is necessary for Th2 lineage commitment^30–32^, it seems likely that JunB is dispensable for Th2 differentiation in the presence of a high amount of IL-4, such as under the present Th2 polarizing conditions (Fig. 3). On the other hand, JunD has been reported to negatively regulate differentiation into Th2 cells^33^. Thus JunD appears to play a role distinct from that of JunB in Th2 differentiation as well as in Th17 differentiation.

As shown in the present study, JunB expression is elevated at the mRNA and protein levels during Th17 differentiation (Figs 1 and 5). It is known that the amount of JunB is regulated via various mechanisms. For example, JunB is stabilized at the protein level by CARMA1 (also known as CARD11), a scaffold protein exclusively expressed in lymphoid and myeloid cells^34^. Intriguingly, lack of CARMA1 selectively prevents Th17, but not Th1 or Th2 differentiation, and CARMA1-knockout mice are resistant to EAE^35^. The mechanism for CARMA1 in Th17 differentiation appears to be explained at least in part by the present conclusion that JunB plays a crucial role in Th17 differentiation. It has been also reported that serum glucocorticoid kinase 1 (SGK1) stabilizes JunB by preventing ubiquitination and degradation of this protein, which is mediated via the E3 ligase Nedd4-2 (also known as Itch) and its adaptor protein Ndfip^36^; and ablation of the SGK1 gene does not affect primary Th17 differentiation but attenuates IL-23R-mediated induction of pathogenic Th17 cells^37^. Thus, in addition to induction of Th17 differentiation, JunB may also contribute to the stabilization of the Th17 cell phenotype and pathogenicity acquisition. Control of JunB protein level at various steps would provide new therapeutic opportunities for human inflammatory autoimmune diseases in which Th17 cells have been implicated, such as psoriasis and multiple sclerosis^38,39^.

## Materials and Methods

### Mice

*Junb* ^f/f^ mice were generated according to the standard technique^40,41^. The BAC (bacterial artificial chromosome) clones containing mouse *Junb* gene (C57BL/6J) were obtained from BACPAC resource (Children’s Hospital Oakland Research Institute). The targeting vector was constructed in pBluescript (Stratagene) to replace the exon of the *Junb* gene with the floxed *Junb* gene containing PGK-*neo* ^r^ (neomycin phosphotransferase gene driven by phosphorglycerate kinase promoter) cassette for positive selection and diphtheria toxin cassette for negative selection. A linearized targeting vector was electroporated into MS12 ES cells derived from blastocysts of C57BL/6J mice^42^. Positive clones were evaluated by Southern blot analysis with probes specific for 5′- and 3′-ends of the recombination site (5′-probe (600 nt) and 3′-probe (493 nt)) and also with an internal probe (475 nt). The confirmed clones were injected into blastocysts. The blastocysts were implanted into the uterus of a pseudo-pregnant mouse to yield chimeric mice. By crossing the chimera mice to C57BL/6 mice, the mice harboring the floxed *Junb* and PGK-*neo* ^r^ allele were generated. The correct recombination in F2 mice was confirmed by Southern blot analysis using the probes mentioned above and also by DNA sequencing around the recombination site. To remove PGK-*neo* ^r^ cassette, the flippase expression vector (pCAGGD-FLPe, Gene Bridges) was injected into the fertilized eggs obtained from mating wild-type C57BL/6 mice with the mice harboring the floxed *Junb* and PGK-*neo* ^r^ allele^43^. The removal of PGK-*neo* ^r^ cassette by flippase was confirmed by Southern blot analysis^42,44,45^ using the internal probe (475 nt) and also by PCR with primers (mJb-F30, 5′-ATGACCCATGTCAGCAACGG-3′; mJb-R22, AAGTGCGTGTTTCTTCTCCACAG). *Junb* ^f/+^ mice were backcrossed onto wild-type C57BL/6 mice more than 15 times to eliminate the potential mutations caused during the gene manipulation. *Junb* ^f/f^ mice were obtained by mating *Junb* ^f/+^ mice; the obtained pups had normal Menderian distribution. *Junb* ^f/f^ mice also appeared to develop normally. *Junb* ^f/f^ mice were crossed to *Meox2* ^+/Cre^ mice^46^ (The Jackson laboratory) to obtain *Junb* ^f/+^; *Meox2* ^+/Cre^ mice. These mice were then crossed with *Junb* ^f/+^ or *Junb* ^f/f^ mice for generation of *Junb*-deficient (*Junb* ^f/f^; *Meox2* ^+/Cre^) mice. The loss of the *Junb* gene by Cre-mediated recombination was verified by PCR using the following primers: 5′-CTGACAATTCCAGTTCTTTAAGC-3′, 5′-ATGACCCATGTCAGCAACGG-3′, and 5′-AAGTGCGTGTTTCTTCTCCACAG-3′. All animals were housed and maintained in a specific pathogen-free animal facility at Kyushu University. All experiments were performed in accordance with the guidelines for Proper Conduct of Animal Experiments (Science Council of Japan). The experimental protocol was approved by the Animal Care and Use Committee of Tokyo Metropolitan Institute of Gerontology, Kyushu University (Permit Numbers: A22-005, A24-042, and A26-102), and Toho University School of Medicine (17-43-288). All efforts were made to minimize the number of animals and their suffering.

### ***In vitro*** differentiation of CD4^+^ T cells

Naive CD4^+^ T cells were prepared from the spleen and lymph nodes of 6–9 week old mice by magnetic sorting using Dynabeads^®^ Mouse CD4 (L3T4, Invitrogen) and DETACHaBEAD^®^ Mouse CD4 (Invitrogen), as described previously^47^. The CD4^+^ T cells were activated for 3 days via TCR with plate-bound 5 μg/ml of an anti-CD3ε antibody (145-2C11, BioLegend) and soluble 2.5 μg/ml of an anti-CD28 antibody (35.71, BioLegend) under the following differentiation conditions: 10 μg/ml of an anti-IFN-γ antibody (XMG 1.2, BioLegend) and 10 μg/ml of an anti-IL-4 antibody (11B11, BioLegend) for Th0; 10 μg/ml of the anti-IFN-γ antibody, 10 μg/ml of the anti-IL-4 antibody, 40 ng/ml of mouse IL-6 (Peprotech), and 4 ng/ml of human TGF-β1 (R&D) for Th17; 10 μg/ml of the anti-IL-4 antibody and 40 ng/ml of mouse IL-12 p70 (BioLegend) for Th1; 10 μg/ml of the anti-IFN-γ antibody and 40 ng/ml of mouse IL-4 (Peprotech) for Th2; 10 μg/ml of the anti-IFN-γ antibody, 10 μg/ml of the anti-IL-4 antibody, 4 ng/ml of human TGF-β1 for Treg.

### Cell surface staining and intracellular cytokine staining

For cell surface staining, naive CD4^+^ T cells were stained with fluorescence-labeled antibodies: fluorescein isothiocyanate (FITC)-labeled anti-mouse CD8a (53–6.7, BioLegend), phycoerythrin (PE)-labeled anti-CD4 (RM4-5, BioLegend), allophycocyanin (APC)-labeled anti-CD4 (RM4-5, TONBO), APC-labeled anti-CD3ε (145-2C11, TONBO), APC/Cy7-labeled anti-CD45.2 (clone104, BioLegend), PE/Cy7-labeled anti-TCRβ (H57-597, TONBO), PE/Cy7-labeled anti-TCRγ/δ (GL3, BioLegend), FITC-labeled anti-mouse CD62L (MEL-14, BioLegend), PE/Cy5-labeled anti-mouse/human CD44 (1M7, BioLegend), FITC-labeled anti-mouse Ly6G (1A8, TONBO), and PE-labeled anti-mouse CD11b (M1/70 TONBO) antibodies were used. For intracellular cytokine staining, cells were stimulated for 4 h with phorbol 12-myristate 13-acetate (PMA) (50 ng/ml) and ionomycin (500 ng/ml) in the presence of GolgiPlug (BD Bioscience), and then fixed in a buffer containing 4% paraformaldehyde (BioLegend). The fixed cells were permeabilized in a permeabilization buffer (BioLegend) and stained with PE-labeled anti-mouse IL-17A (TC11-18H10, BD Pharmingen) and FITC-labeled anti-IFN-γ (XMG1.2, BioLegend) antibodies. Flow cytometry was carried out using FACS Calibur (BD Bioscience) at the Research Support Center, Research Center for Human Disease modeling, Graduate School of Medical Sciences, Kyushu University or LSR Fortessa X-20 cell analyzer (BD Bioscience).

### Induction of EAE and histological analysis

The synthetic peptide MOG_35–55_ (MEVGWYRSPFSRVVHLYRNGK) was purchased from Scrum Inc. EAE was induced by subcutaneous immunization with MOG_35–55_ in complete Freund’s adjuvant and intraperitoneal injection of pertussis toxin, according to the method of Langrish *et al*.^48^. On day 0, mice were subcutaneously immunized with MOG_35–55_ (200 μg per mouse) emulsified in complete Freund’s adjuvant supplemented with 500 μg per mouse of *Mycobacterium tuberculosis* H37RA (Difco). Pertussis toxin (500 ng per mouse, Calbiochem) was intraperitoneally injected on day 0 and day 2. Disease severity was scored based on the EAE clinical signs as follows: 0, no clinical sign; 1, tail limpness; 2, hind limb weakness; 3, hind limb paralysis; 4, fore limb weakness; 5, quadriplegia; 6, death. For myelin staining, freshly prepared spinal cords were fixed in 4% paraformaldehyde overnight, and embedded in paraffin. Tissue sections (5 μm) were rehydrated and stained with Luxol fast blue. For immunohistochemical analysis, spinal cords were fixed in 4% paraformaldehyde on ice for 1 h, embedded in Tissue-Tek OCT compound (Sakura Fineteck), and frozen at −80 °C. Cryosections (10 μm) were blocked for 1 h with PBS containing 1% BSA, and stained with FITC-conjugated anti-mouse CD3ε (145-2C11, BD Biosciences) and PE-conjugated anti-mouse CD11b (M1/70, BD Biosciences) antibodies, and 4′,6-diamidino-2-phenylindole (DAPI) (DOJINDO).

### RNA-seq and bioinformatic analysis

Two and a half micrograms of total RNA was subjected to ribosomal RNA depletion using Ribo-Zero Magnetic Gold Kit (Human/Mouse/Rat) (Epicentre) followed by RNA-seq library preparation using NEBNext Ultra Directional RNA Library Prep Kit for Illumina (NEB) according to the manufacturer’s instructions. Each library was quantified using Kapa Library Quantitation Kit (Kappa) and sequenced on Illumina HiSeq. 2500 to generate 101-bp paired-end reads. Raw FASTQ reads were trimmed for adapter sequences and low-quality reads using Trimmomatic version 0.32^49^. Trimmed reads were then aligned to the mouse reference genome mm9 and the transcriptome defined by the mm9 genes.gtf table obtained from the UCSC Genome Browser using TopHat version 2.0.13^50^. Mapped reads were assigned to all exons using featureCounts^51^. The differential analysis was conducted using the Bioconductor package edgeR^52^, applying trimmed Mean of M-values library normalization. A gene was defined as differentially expressed, if the false discovery rate (FDR) corrected with Benjamini-Hochberg method was less than 0.001 and if the log2 fold change (log2FC) was more than 1 (up-regulated) or less than −1 (down-regulated). Differentially expressed genes were subjected to pathway enrichment analysis using Ingenuity Pathway Analysis (Qiagen). Over-represented pathways were defined as those with Benjamini-Hochberg–corrected P values of Fisher’s exact test less than 0.01. The same gene set was also analyzed using ConsensusPathDB^53^, which enables an integrative usage of widely used pathway databases, namely KEGG, Pathway Interaction Database, Reactome, and Wikipathways. To exploit the latest human pathway datasets (Release 32, 2017) of ConsensusPathDB, human orthologues of the differentially expressed genes were identified with HomoloGene (https://www.ncbi.nlm.nih.gov/homologene) and Mouse Genome Informatics (www.informatics.jax.org) and used as a query to find enriched pathways. FPKM values were used for unsupervised hierarchical clustering based on the Spearman correlation distance and the Ward’s linkage clustering algorithm with the hclust function implemented in R software.

### Cell culture

The RAW264.7 mouse macrophage-like cells, the HEK293T human embryonic kidney cells, and the NIH3T3 mouse fibroblasts were cultured in Dulbecco’s modified Eagle’s medium supplemented with 10% fetal bovine serum, penicillin (100 units/ml), and streptomycin (100 µg/ml). The BW5147α^−^β^−^ mouse thymoma cells were cultured in RPMI medium supplemented with 10% fetal bovine serum, penicillin (100 units/ml), and streptomycin (100 µg/ml).

### Mass spectrometric analysis of IκBζ-binding proteins

Modified RAW264.7 cells expressing FLAG–IκBζ under the control of the zinc-inducible sheep metallothionein Ia promoter^11^ were stimulated with 50 nM ZnSO_4_ for 3 h and subsequently with LPS (100 ng/ml) for 2 h. Nuclei prepared from the stimulated cells were sonicated in a buffer containing 140 mM KCl, 0.5% NP-40, 5% glycerol, and 20 mM HEPES, pH 8.0; the sonicates were subjected to immunoprecipitation using anti-FLAG (M2) antibody-conjugated agarose (Sigma). After washing with PBS (137 mM NaCl, 2.68 mM KCl, 8.1 mM Na_2_HPO_4_, and 1.47 mM KH_2_PO_4_, pH 7.4) containing 0.1% Triton X-100, the precipitated proteins were separated by SDS–PAGE (10%), followed by staining with *Coomassie Brilliant Blue* (CBB). Protein identification using liquid chromatography and tandem mass spectrometry (LC-MS/MS) was performed at the Laboratory for Technical Support, Medical Institute of Bioregulation, Kyushu University. Bands separated by SDS–PAGE were excised from the gel, and subjected to reduction with DTT, *S*-carbamidomethylation with iodoacetamide, and in-gel digestion with trypsin. Fragmented peptides were analyzed by LC-MS/MS as previously described^54^. The analysis reproducibly identified JunB in addition to the NF-κB p50 subunit, a well-known partner of IκBζ^10–12^.

### An ***in vitro*** pull-down binding assay

Maltose-binding protein (MBP)-fusion proteins were expressed in *E. coli* BL21 strain and purified using Amylose Resin (New England Biolabs). FLAG-tagged proteins were synthesized *in vitro* using TNT^®^ T7 Quick for PCR (Promega). The MBP-fusion protein bound to the resin was mixed with the FLAG-tagged protein in a binding buffer (150 mM NaCl, 5% glycerol, 1 mM DTT, 1 mM EDTA and 25 mM Tris-Cl, pH 8.0) and incubated for 1 h at 4 °C. After washing with the binding buffer containing 0.05% Triton X-100, proteins were eluted with 20 mM maltose. The eluate was subjected to SDS–PAGE, followed by staining with CBB or by immunoblot analysis with the anti-FLAG antibody (M2, Sigma).

### Activation of CD4^+^ T cells prepared from OT-II TCR transgenic mice

CD4^+^ T cells prepared from OT-II TCR transgenic mice, which express TCR specific for chicken ovalbumin (OVA)^22,55^ were co-cultured for 3 days with the OVA_323–339_ peptide (25 μg/ml) in the presence of APCs; APCs were prepared from splenocytes by depletion of T cells using CD90.2 MicroBeads (Miltenyi Biotec), followed by γ-irradiation (30 Gy).

### Retroviral transduction

cDNAs for RORγt, IκBζ, JunB, c-Jun, and JunD were cloned into the bicistronic retroviral vector pMXs-IG^56^, which expresses EGFP under the control of an internal ribosomal entry site. The Plat-E packaging cells^57^ were transfected with the retroviral vector and cultured for 2 days. The culture supernatant was filtrated using a surfactant-free cellulose acetate filter (0.45-μm, Sartorius). Activated CD4^+^ T cells were infected with the retroviral supernatant on days 1, 2 and 3 by centrifugation at 650 × *g* for 2 h at 32 °C in the presence of polybrene (10 μg/ml). On day 4, IL-17 production was measured by intracellular cytokine staining.

### Co-immunoprecipitation and immunoblot analysis

HEK293T cells were transfected with pcDNA3 encoding FLAG-tagged Jun family proteins and haemagglutinin (HA)-tagged BATF. After 24 h, the FLAG-tagged protein was immunoprecipitated using anti-FLAG (M2)-conjugated agarose (Sigma) and analyzed by immunoblot with the anti-FLAG (M2, Sigma) and anti-HA (16B12, Covance) antibodies. Endogenous proteins in T cell lysates were analyzed by immunoblot with anti-IRF4 (sc-6059, Santa Cruz), anti-BATF (sc-100974, Santa Cruz), anti-JunB (sc-46, Santa Cruz), anti-c-Jun (sc-1694 and sc-74543, Santa Cruz), anti-JunD (sc-74, Santa Cruz), and anti-β-actin (sc-47778, Santa Cruz) antibodies.

### Estimation of relative amounts for endogenous Jun family proteins in Th17 cells

HEK293T cells were transfected with pcDNA3 encoding FLAG-tagged JunB, c-Jun, or JunD to express substantial amounts of these proteins. FLAG–JunB, FLAG–c-Jun or FLAG–JunD in the cell lysates were used as standard proteins in immunoblot analysis for estimation of relative amounts of endogenous JunB, c-Jun, and JunD in Th17 cells. The same amounts of FLAG–JunB, FLAG–c-Jun or FLAG–JunD, estimated by immunoblot using the anti-FLAG antibody (M2, Sigma), were serially diluted and subjected to immunoblot analysis; in the analysis, antibodies specific for JunB (sc-46, Santa Cruz), c-Jun (sc-74543, Santa Cruz), or JunD (sc-74, Santa Cruz) were used for estimation of the corresponding endogenous Jun protein in the Th17 cell lysate (see Fig. 4a). These primary antibodies were probed with the fluorescently labeled secondary antibody, anti-mouse IRDye800CW-conjugated (LI-COR Biosciences). Detection and quantification were performed using the Odyssey Infrared Imaging System (LI-COR Biosciences)^58,59^. Standard curves were generated by plotting the band intensities against the amounts of FLAG-tagged Jun-family proteins, and used for calculation of the relative expression level of endogenous JunB, c-Jun, and JunD in Th17 cells (see supplemental Fig. 5).

### Quantitative reverse transcription (RT)–PCR and ELISA

Extraction of total RNA, reverse transcription and real-time quantitative PCR were performed as described previously^11^. The sequences of the primers used for quantitative PCR are as follows: *Hprt*, 5′-GCAGTACAGCCCCAAAATGG-3′ and 5′-AACAAAGTCTGGCCTGTATCCAA-3′; *Il17a*, 5′-CTGGAGGATAACACTGTGAGAG-3′ and 5′-TGCTGAATGGCGACGGAGTTC-3′; *Il17f*, 5′-CAAAACCAGGGCATTTCTGT-3′ and 5′-ATGGTGCTGTCTTCCTGACC-3′; *Il21*, 5′-AGCCCCCAAGGGCCAGATCGC-3′ and 5′-AGCTGCATGCTCACAGTGCCCCTTT-3′; *Il23r*, 5′-CCCAGACAGTTTCCCAGGTTACAGC-3′ and 5′-TGGCCAAGAAGACCATTCCCGACA-3′; *Rorc*, 5′-CCGCTGAGAGGGCTTCAC-3′ and 5′-TCCCCACAGATCTTGCAAGG-3′; *Rora*, 5′-GAACACCTTGCCCAGAACAT-3′ and 5′-AGCTGCCACATCACCTCTCT-3′; *Foxp3*, 5′-GGCGAAAGTGGCAGAGAGG-3′ and 5′-AAGGCAGAGTCAGGAGAAGTTG-3′; *Batf*, 5′-CCAGAAGAGCCGACAGAGAC-3′ and 5′-GAGCTGCGTTCTGTTTCTCC-3′; *Jun*, 5′-GCCTACGGCTACAGTAACCC-3′ and 5′-GAGAAGGTCCGAGTTCTTGG-3′; *Junb*, 5′-CTGAAACCCACCTTGGCGC-3′ and 5′-CCGAAAAGTAGCTGCCTGCC-3′; *Fosl2*, 5′-GACTCCCAGGTGGGAGTGC-3′ and 5′-CAGATAGGAGGAGTCTGAGG-3′; *Acp5*, 5′-CTGCTTGTCCGCTAACGGG-3′ and 5′-TCTGCCAGAGTACCAGGGC-3′; *Mmp9*, 5′-CTCTCTACTGGGCGTTAGGG-3′ and 5′-AGAGGAGTCTGGGGTCTGG-3′; *Defb4*, 5′-AACCAGCAAGATGAATAAATTGC-3′ and 5′-TGTGCATCCCCTAGAACTGG-3′; *Il23a*, 5′-GGGGAACATTATACTTTCCTGG-3′ and 5′-CTAGATTCTGTTAGAACTGAGG-3′; *S100a9*, 5′-ATCTTTGCCTGTCATGAGAAGC-3′ and 5′-GTTGGGCAGCTGTCACATGG-3′; I*l19*, 5′-GCCAACTCTTTCCTCTGCGT-3′ and 5′-GGTGGCTTCCTGACTGCAGT-3′; and *Il24*, 5′-TTGGATGCTCCGACTGACC-3′ and 5′-TACGGTTTCCAGGGAAGGTG-3′. Expression level of mRNA was normalized to that of *Hrpt*. For ELISA, CD4^+^ T cells cultured under Th0-, Th1-, Th2-, and Th17-polarizing conditions were stimulated for 24 h with PMA (50 ng/ml) and ionomycin (500 ng/ml). Protein concentrations for IL-17A, IFN-γ and IL-4 in the culture supernatant were measured using ELISA MAXTM Deluxe Set Mouse IL-17A, IFN-γ, and IL-4 (BioLegend), respectively.

### Imiquimod-induced model of psoriasis-like skin inflammation

Psoriasis-like dermatitis was induced by treatment of mice with imiquimod, according to the method by Yoshiki *et al*.^60^. Mice were topically treated with a daily dose of 50 mg of imiquimod cream (5%) (Mochida Pharmaceutical) on one ear for 5 consecutive days. Severity of the dermatitis was quantified by the extent of ear swelling and by the induction level of psoriasis-associated genes in samples obtained by ear biopsy. Ear thickness was measured daily with a Mitutoyo digmatic micrometer (Mitsutoyo). For estimation of psoriasis-associated gene expression, total RNA was extracted with TRIsure (BIOLINE) using Micro Smash MS-100 (TOMY), followed by RT-qPCR analysis. Expression level of mRNA was normalized to that of *Hrpt*.

### Luciferase reporter Assay

A genomic DNA fragment corresponding to the 5′-upstream region of murine *Il17a* (−6,971/+56), *Il17f* (−2,107/+71), or *Il23r* (−1,540/+75) was amplified by PCR and inserted into pGL3-basic vector (Promega). HEK293T, NIH3T3, or BW5147α^−^β^−^ cells were transfected using X-tremeGENE HP DNA transfection Reagent (Roche) with pcDNA3 encoding a FLAG-tagged Jun family proteins (c-Jun, JunB, or JunD), pcDNA3-FLAG–BATF, the reporter plasmid containing the promoter of *Il17a*, *Il17f*, or, *Il23r*, and the internal control plasmid pRL-TK (Promega). After cultured for 18 h (NIH3T3 and BW5147α^−^β^−^ cells) or 24 h (HEK293T cells), luciferase activities were measured using the Dual-Luciferase Reporter Assay System (Promega).

### Chromatin immunoprecipitation (ChIP)

ChIP assays were performed as previously described^11^. Briefly, formaldehyde-fixed chromatin was subjected to sonication to obtain DNA fragments ranging in size from 100 to 400 bp. Chromatin fragments were immunoprecipitated using anti-acetylated histone H3 antibody (Millipore, #06-599), or anti-acetylated histone H4 antisera (Millipore, #06-866), or rabbit control Immunoglobulin (DAKO). After reversal of formaldehyde crosslinks, precipitated DNA was analyzed by quantitative real-time PCR using primers as follows: *Il17a* promoter, 5′-CACCTCACACGAGGCACAAG-3′ and 5′-ATGTTTGCGCGTCCTGATC-3′; *Il17f* promoter, 5′-GGCTGCTTCTTCCCTCAGG-3′ and 5′-TAAAACTGACAGGTACTACTGC-3′; *Il21* promoter, 5′-CTGCAATGGGAGGGCTTGG-3′ and 5′-CTTCAACCTGACTGTGCACAG-3′; *Il23r* promoter, 5′-CAAGAGTCCTTAAAACCCACC-3′ and 5′-CATGGGAAGTGGCATTATTAGG-3′; *Rorc* (RORγt) promoter, 5′-CAGAAACACTGGGGGAGAGC-3′ and 5′-ACACAGCTGGCAGTGGAGG-3′; *Rora* (RORα isoform 4) promoter, 5′-GCAAGGCAGAGAGCTTCCG-3′ and 5′- CACCAAAGTCCCTCGCCAC-3′; *Il5* 3′-end, 5′-ATGAGAGGATGAATGAATGAATG-3′ and 5′-AGCTCTTCATCCTTGTACAGC-3′; *Actb* promoter, 5′-CTGTGGCGTCCTATAAAACCC-3′ and 5′-CGAAGGAGCTGCAAAGAAGC-3′.

### Osteoclast differentiation

Differentiation of osteoclasts from bone marrow cells was performed as reported by Matsubara *et al*.^61^. Bone marrow cells were cultured in the presence of M-CSF (10 ng/ml) and sRANKL (50 ng/ml) for 5 days, and analyzed by a tartrate-resistant acid phosphatase (TRAP) assay using Acid Phosphatase, Leukocyte (TRAP) kit (Sigma) or by qPCR for quantifying expression of the osteoclast marker genes *Acp5* and *Mmp9* ^20^.

### Preparation of lymphocytes from short intestinal lamina propria

Lymphocytes were prepared from short intestinal lamina propria as described by Satoh-Takayama *et al*.^62^ with minor modifications. Briefly, after removal of epithelia with 1.0 mM EDTA, fragments of the small intestine were digested with collagenase (1 mg/ml, Wako). The tissues suspended in a 40% Percoll solution (GE Healthcare) were underlaid with an 80% Percoll solution. Following centrifugation for 20 min at 880 × *g*, cells at the 40%–80% interface were harvested.

### Knockdown using short interfering RNA (siRNA)

Knowkdown using siRNA in CD4^+^ T cells were performed as described by Ciofani *et al*.^27^. CD4^+^ T cells from wild-type mice were cultured for 16 h under Th0 conditions, and 300 pmol of control or c-Jun siRNA (Invitrogen) was introduced using the Mouse T cell Nucleofector Kit (Lonza) according the manufacture’s instruction. After recovery by incubation in fully supplemented culture media (Lonza), the cells were cultured for 3 days under Th17 conditions. Sequences for c-Jun siRNAs are as follows: #1, 5′-UACUGUAGCCGUAGGCACCGCUCUC-3′; #2, 5′-AUGACUUUCUGCUUAAGCUGUGCCA-3′; #3, 5′-AAACGUUUGCAACUGCUGCGUUAGC-3′.

### Statistical analysis

Statistics are specified in the figure legends. For EAE experiments, the number of animals used is described as the *n* value in the figure legend. Statistical significance between two means was assessed with an unpaired, two-sided Student’s *t* test.

## Electronic supplementary material

Supplementary information

# Supplementary material for: The AP-1 transcription factor JunB is required for Th17 cell differentiation
**Source:** Sci Rep. 2017 Dec 12;7:17402. doi: 10.1038/s41598-017-17597-3
**Supplement:** Supplementary file 1 — Supplementary information

## **Supplementary Information**

### **The AP-1 transcription factor JunB is required for Th17 cell differentiation**

Soh Yamazaki, Yoshihiko Tanaka, Hiromitsu Araki, Akira Kohda, Fumiyuki Sanematsu, Tomoko Arasaki, Xuefeng Duan, Fumihito Miura, Takaharu Katagiri, Ryodai Shindo, Hiroyasu Nakano, Takashi Ito, Yoshinori Fukui, Shogo Endo, and Hideki Sumimoto

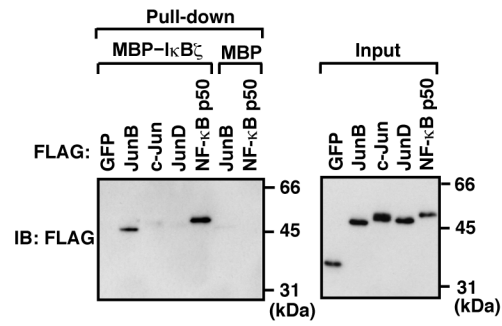

**Supplementary Figure 1. Interaction of JunB and IκBζ.** Bacterially expressed MBP-IκBζ and *in vitro* translated FLAG-JunB were mixed and pulled down with Amylose Resin, followed by immunoblot (IB) analysis with anti-FLAG antibody.

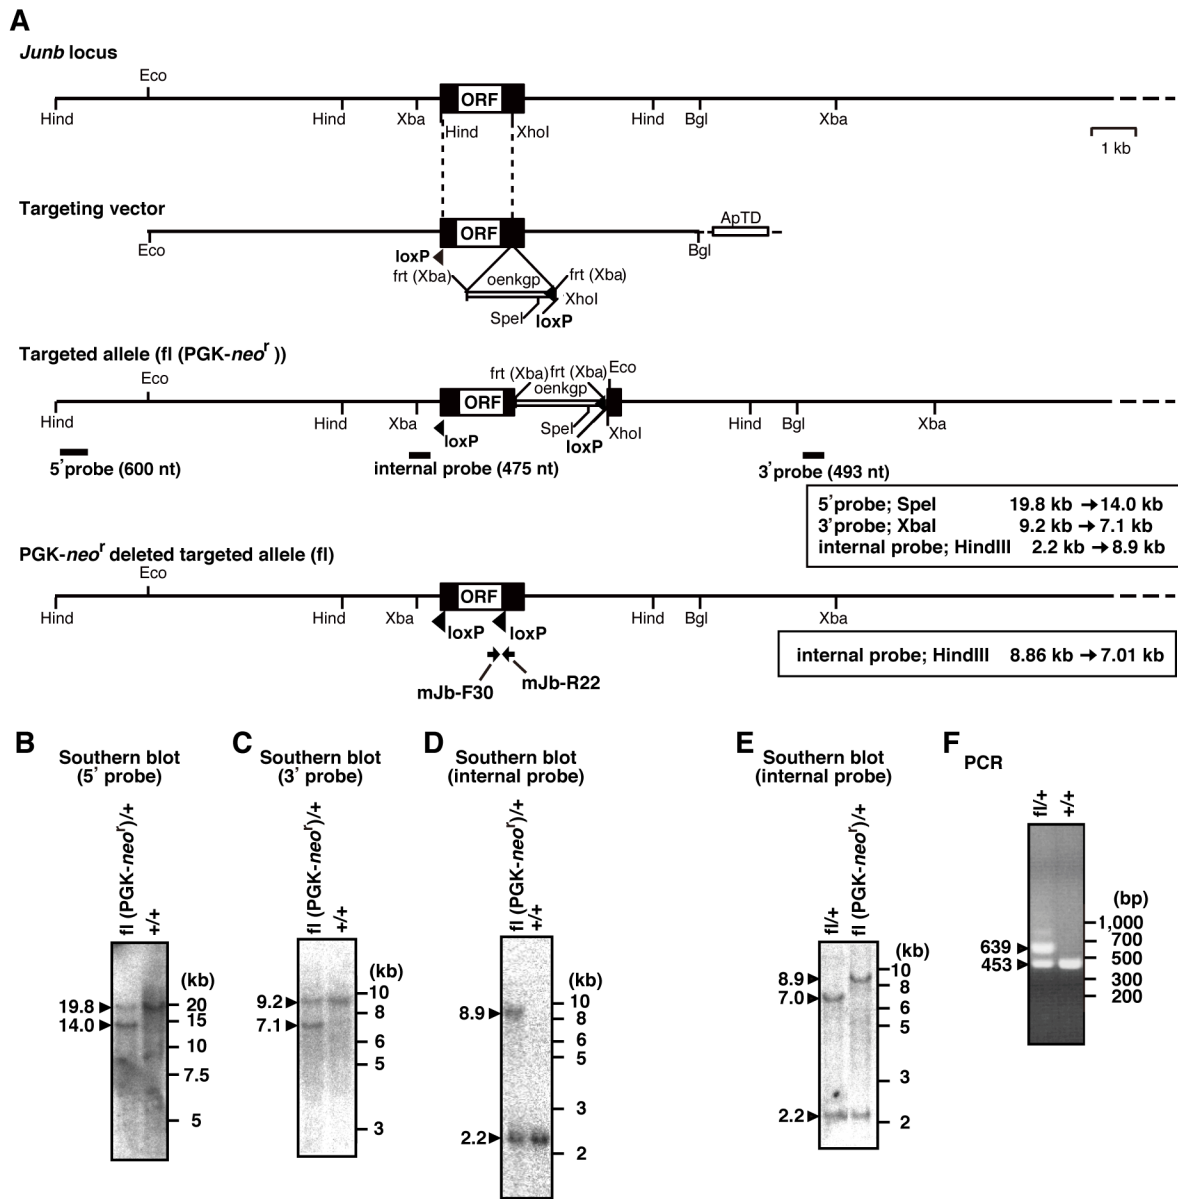

**Supplementary Figure 2. Generation of *Junb*<sup>fl/fl</sup> mice by homologous recombination and characterization of naive *Junb*-deficient CD4<sup>+</sup> T cells.** (A) Gene structure of the mouse endogenous *Junb* locus, the targeting vector used, and the targeted mutant alleles are shown. *Junb* of a single exon was replaced with the targeting vector containing the *Junb* exon, PGK-*neo*<sup>R</sup> cassette and loxP for the conditional deletion by homologous recombination in ES cells derived from C57BL/6 mice. To remove the PGK-*neo*<sup>R</sup> cassette, the flippase expression vector was injected into the fertilized eggs obtained from mating wild-type mice with the mice harboring the

floxed *Junb* and PGK-*neo*<sup>r</sup> allele. The yielded floxed *Junb* locus is shown in the bottom. PGK-*neo*<sup>r</sup>, the neomycin phosphotransferase gene driven by phosphoglycerine kinase promoter; DTpA, the diphtheria toxin cDNA with poly(A)<sup>+</sup> sequence; frt, the sequence recognized by FLP DNA recombinase; loxP, the sequence recognized by Cre DNA recombinase; ORF, open reading frame for *Junb*. Restriction enzymes: Hind, *Hind*III; Eco, *Eco*RI; Xba, *Xba*I; XhoI, *Xho*I; Bgl, *Bgl*II. (B, C and D) Confirmation of homologous recombination in the *Junb* locus by Southern blot analysis. Restriction digested genome DNA from the mice was subjected to Southern blot hybridization analysis. The band shifts attributable to the homologous recombination were confirmed by probing the blot with the <sup>32</sup>P-labeled 5' -, 3' -, or internal probe. The expected band shifts were boxed in (A). (E) The removal of the PGK-*neo*<sup>r</sup> cassette was confirmed by Southern blot using the internal probe. The expected band shift is indicated in bottom box in (A). (F) Confirmation of the removal of PGK-*neo*<sup>r</sup> cassette by PCR analysis using the primers mJb-F30 and mJb-R22.

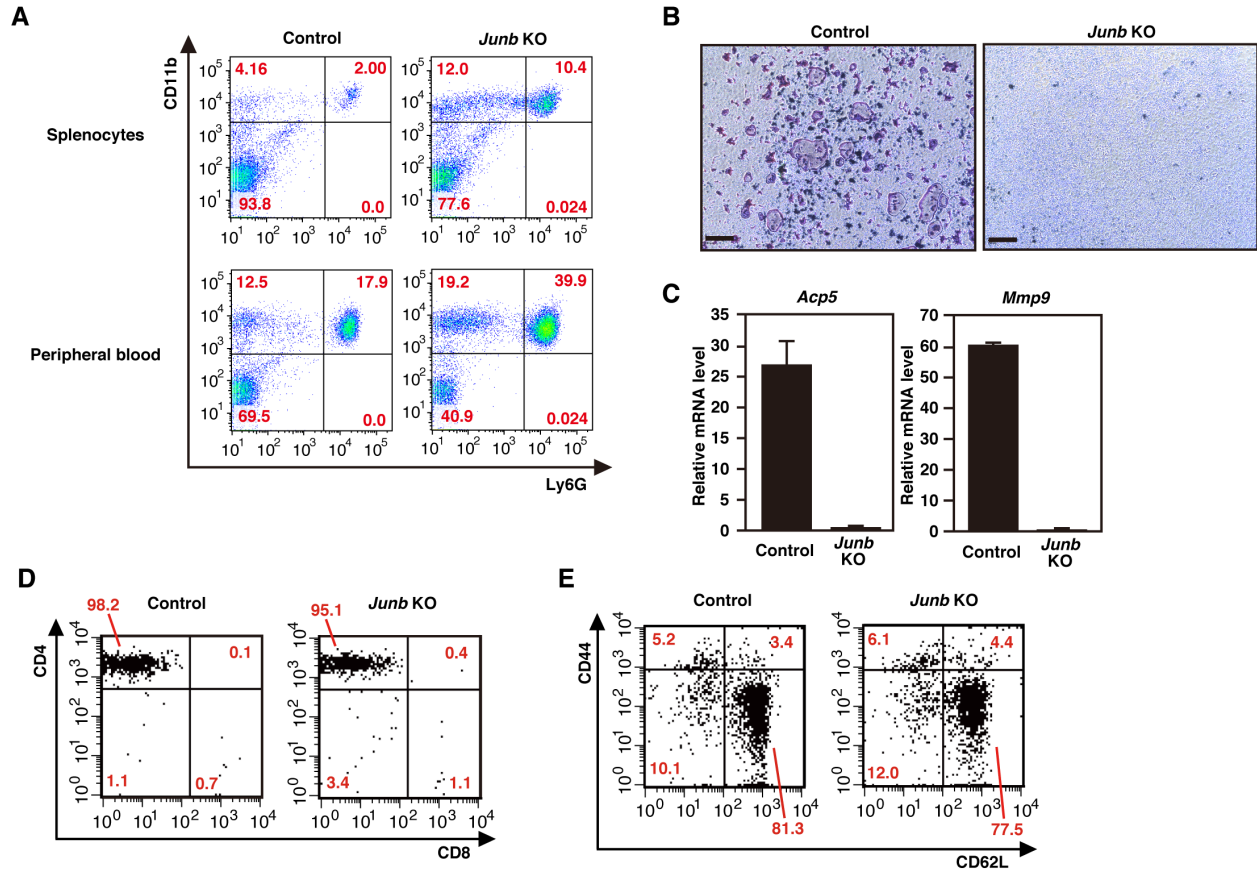

**Supplementary Figure 3. Normal development of naive CD4<sup>+</sup> T cells in *Junb*-deficient mice.** (A) Splenocytes and peripheral blood cells were prepared from *Junb*<sup>f/+</sup> (control) and *Junb*-deficient (KO) mice, and cell surface expression of Ly6G and CD11b was analyzed by flow cytometry. (B, C) Bone marrow cells from control and *Junb*-deficient mice were cultured in the presence of M-CSF and RANKL for differentiation of osteoclasts. The differentiation was analyzed by TRAP assay (B) or qPCR for quantifying expression of marker genes (C). Scale bars in (B), 400  $\mu$ m. (D and E) Naive CD4<sup>+</sup> T cells were prepared from the spleen and lymph nodes of control and *Junb*-deficient mice, and cell surface expression of CD4 and CD8 (C) or that of CD62L and CD44 (D) was analyzed by flow cytometry.

**A**

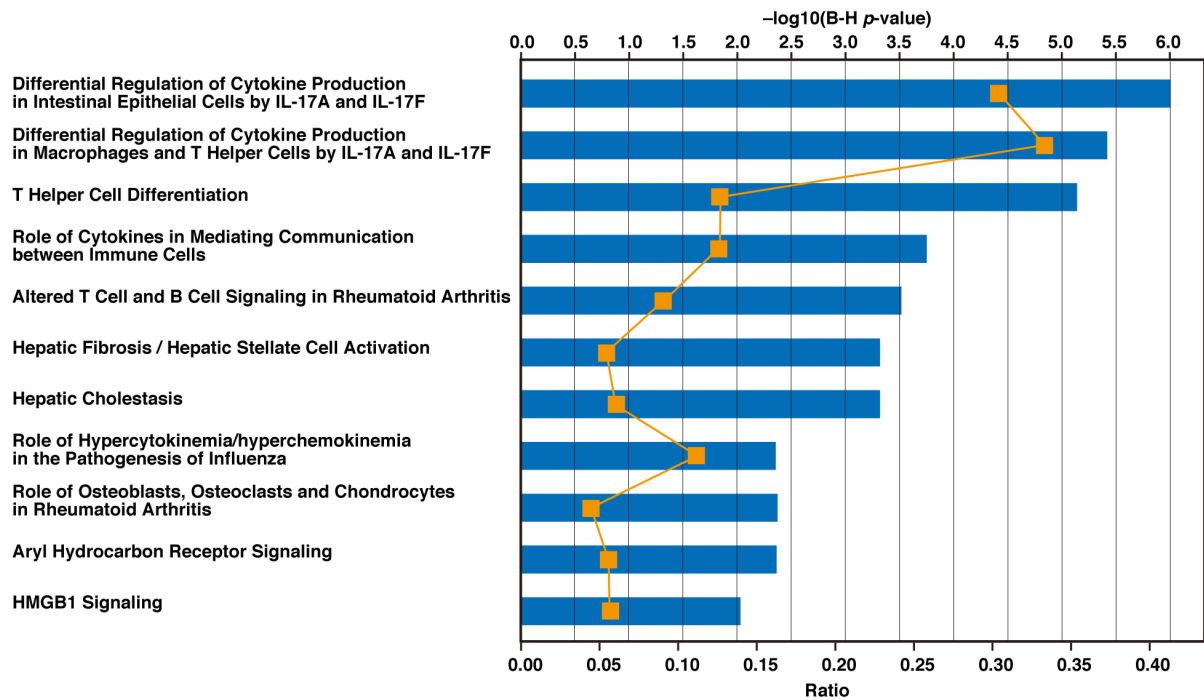

**B**

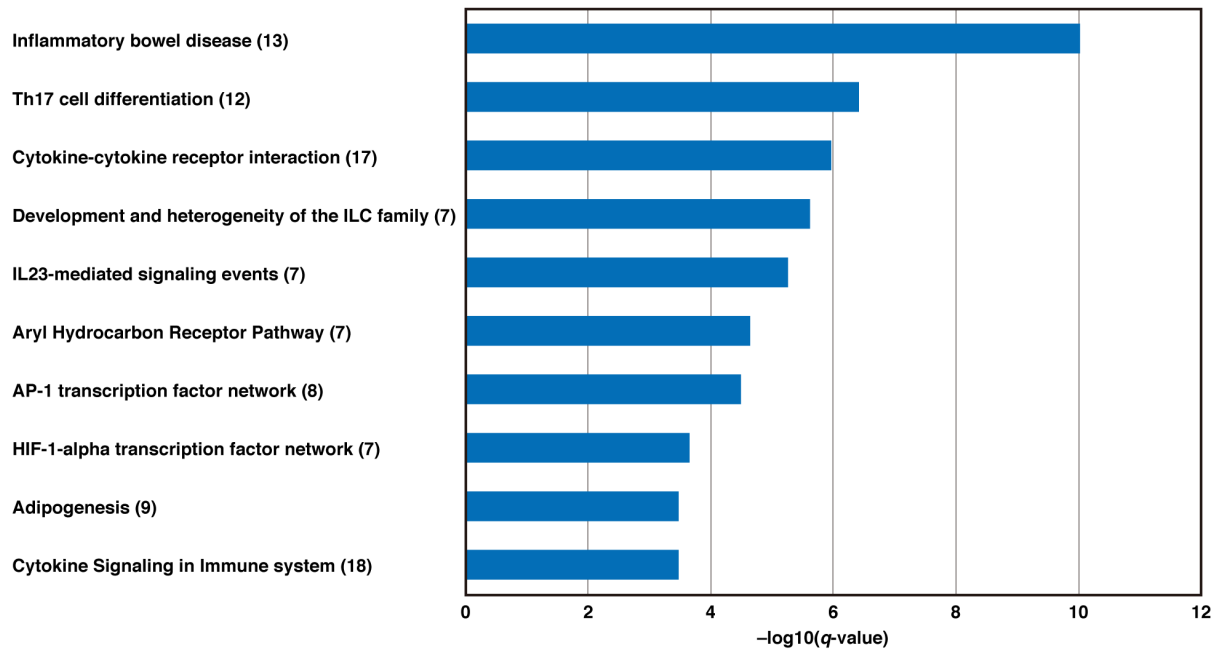

**Supplementary Figure 4. Pathway enrichment analysis.** (A) Ingenuity Pathway Analysis of 234 genes down-regulated in *Junb*-deficient  $T_H17$  cells compared to control  $T_H17$  cells. Blue bar indicates the  $-\log_{10}$  Benjamini-Hochberg-corrected  $p$ -value. Orange square indicates the ratio of the number of down-regulated genes participating in the indicated pathway to the total

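Ingenuity Pathway Analysis is a commercial collection of curated pathways. According to the paper's methods, over-represented pathways were those whose Fisher's exact test p values passed a limit after Benjamini-Hochberg correction. The pathway collection was not used here. The number of genes in such a set depends on the test: 24 genes were lower by edgeR's quasi-likelihood test, 269 by its likelihood ratio test and 257 by its classic exact test, and all 24 were also among the genes of the other tests.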

number of genes participating in the same pathway. 

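ConsensusPathDB joins pathways from several public databases, and the paper's methods state that mouse genes were first replaced by their human orthologues so that the human pathway collections could be searched. A mouse gene without a listed orthologue drops out at that step. Neither the orthologue tables nor the pathway collections were used here.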

(B) ConsensusPathDB analysis of human orthologues of the 234 differentially expressed genes. Blue bar and number in parenthesis indicate the  $-\log_{10} q$ -value and the number of down-regulated genes participating in the indicated pathway, respectively.

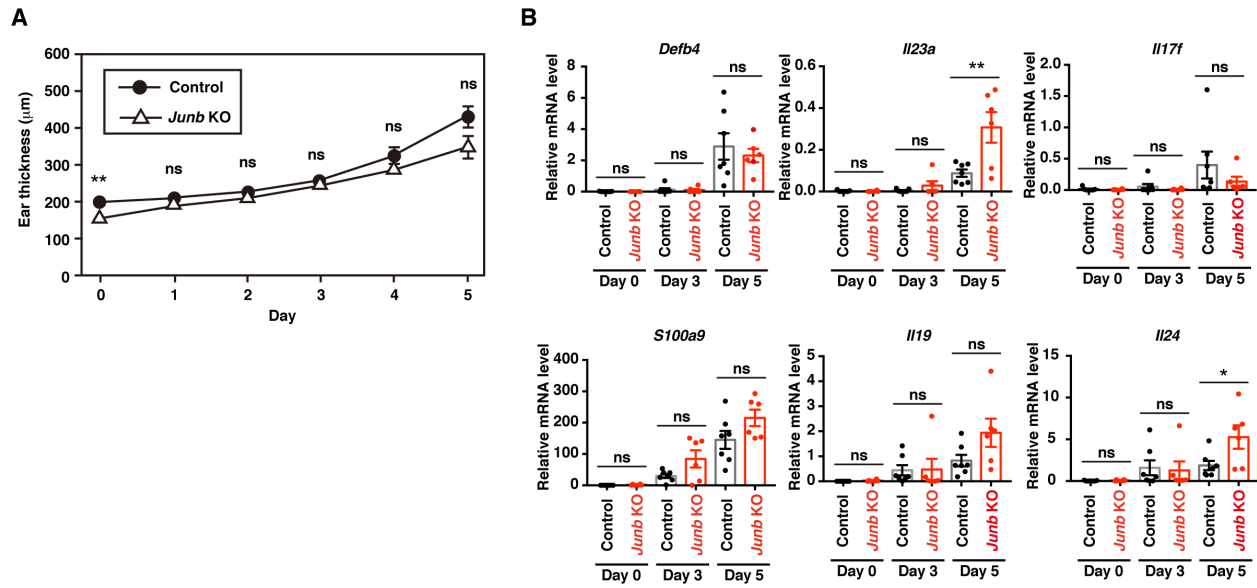

**Supplementary Figure 5. Induction of imiquimod-induced psoriasis-like model.** (A) Ear thickness of mice treated with imiquimod cream. Data represent the mean of control (n=7) and *Junb*-deficient (n=6) mice. (B) qPCR analysis for expression of the indicated genes in samples obtained by ear biopsy. Expression of *Hprt* was used for normalization. \*P<0.05, \*\*P<0.01.

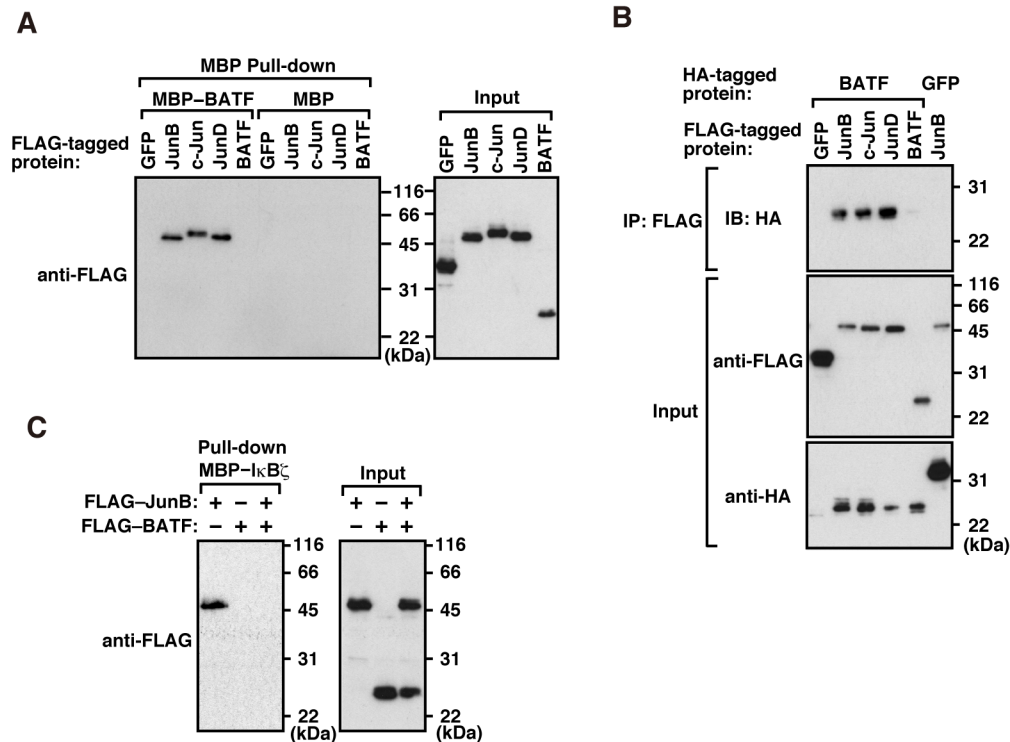

**Supplementary Figure 6. Interaction of Jun family proteins with BATF.** (A) Bacterially expressed MBP-BATF and *in vitro* translated FLAG-tagged Jun family proteins were mixed and pulled down with Amylose Resin, followed by immunoblot (IB) analysis with anti-FLAG antibody. (B) HEK293T cells were transfected with cDNA for HA-BATF and FLAG-tagged Jun family proteins. Proteins in the cell lysate were subjected to immunoprecipitation (IP) with anti-FLAG antibody, followed by immunoblot (IB) analysis with anti-HA antibody. (C) FLAG-JunB and FLAG-BATF were synthesized separately or simultaneously in an *in vitro* translation system, and mixed with purified MBP-IκBζ. Proteins in the mixture were pulled down with Amylose Resin, followed by immunoblot (IB) analysis with anti-FLAG antibody

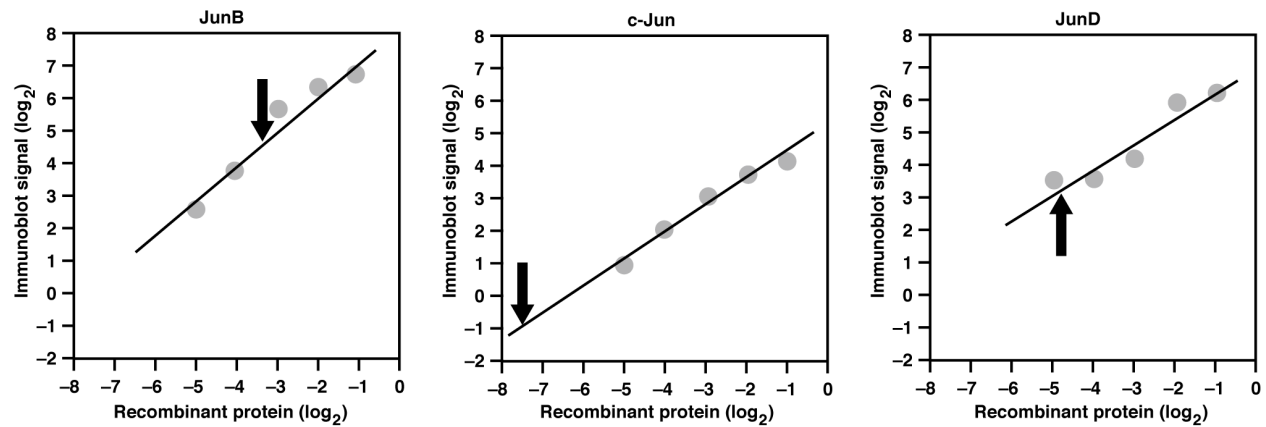

**Supplementary Figure 7. Quantification of Jun family proteins expressed in Th17 cells.**

The signal intensity of an immunoblot band in Figure 5 was quantified using Odyssey Infrared Imaging System (LI-COR), and plotted against the amount of recombinant proteins. The arrows indicate band intensities of endogenous Jun family proteins in the Th17 cell lysate.

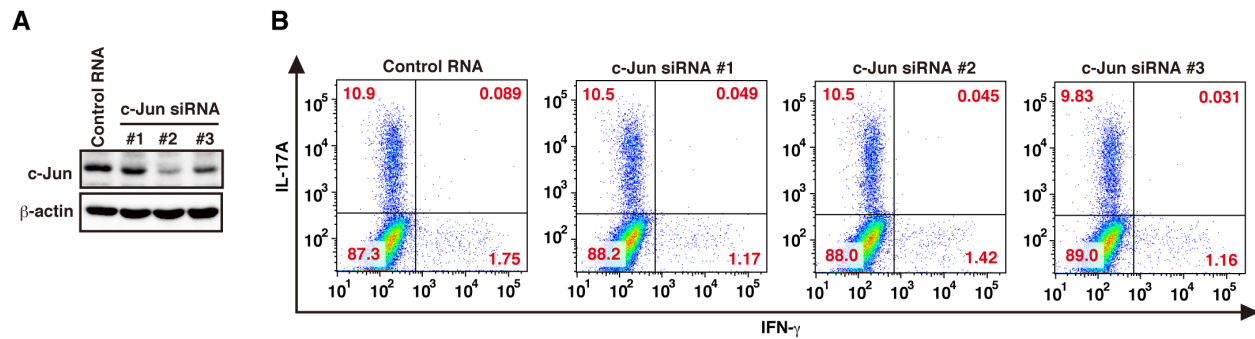

**Supplementary Figure 8. Role of c-Jun in Th17 differentiation.** (A, B) After transfection with the indicated siRNAs, the CD4<sup>+</sup> T cells were cultured under Th17-polarizing conditions. Expression of c-Jun was analyzed by immunoblotting (A). Production of IL-17A and IFN-γ was analyzed by intracellular cytokine staining (B).

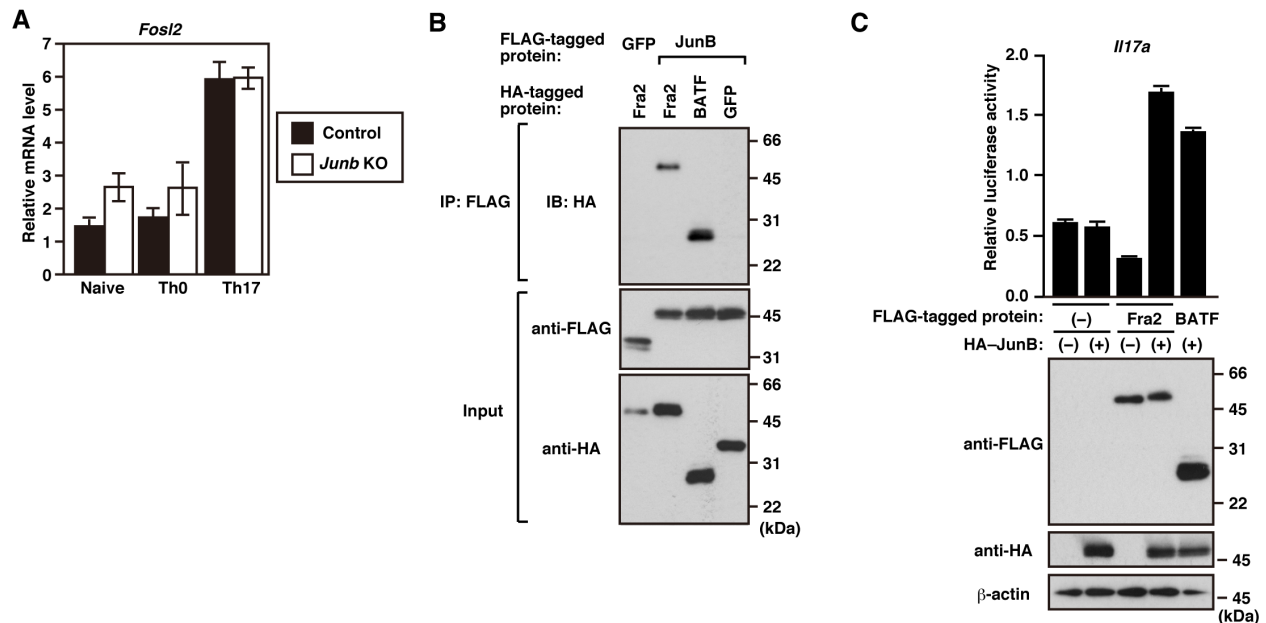

**Supplementary Figure 9. Activation of *Il17a* transcription by JunB and Fra2, another AP-1 transcription factor.** (A) Expression of *Fosl2* (encoding Fra2) was determined by qPCR. (B) HEK293T cells were transfected with cDNA for HA-BATF and FLAG-tagged Jun family proteins. Proteins in the cell lysate were subjected to immunoprecipitation (IP) with anti-FLAG antibody, followed by immunoblot (IB) analysis with anti-HA antibody. (C) Luciferase reporter assay for transcriptional activation of *Il17a* promoter in HEK293T cells expressing the indicated exogenous proteins and immunoblot (IB) analysis of the exogenously expressed proteins. Data are presented as mean  $\pm$  SD.

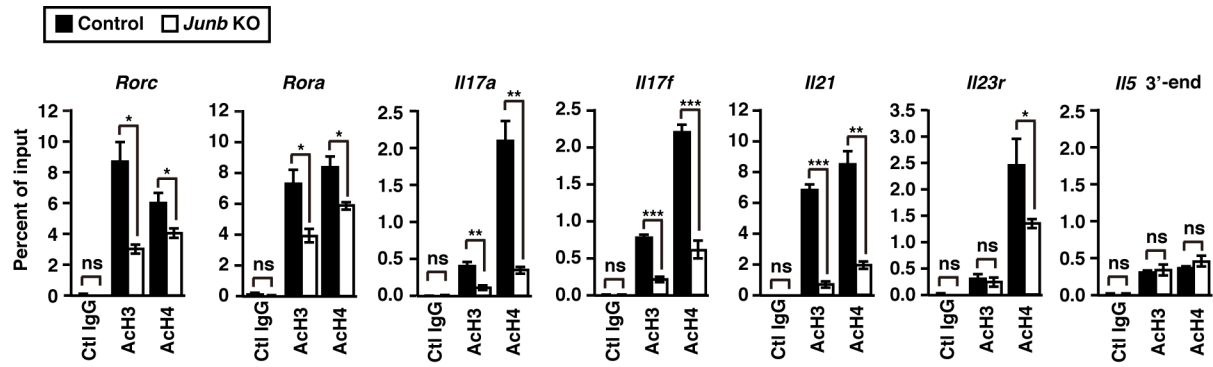

**Supplementary Figure 10. Acetylation of histones H3 and H4 at Th17-related gene promoters in *Junb*-deficient CD4<sup>+</sup> T cells.** Real-time PCR analysis of chromatin immunoprecipitation with anti-acetylated histone H3 or H4 antibody in CD4<sup>+</sup> T cells cultured under Th17-polarizing conditions. Data are presented as mean  $\pm$  SD. \*P < 0.05; \*\*P < 0.01; \*\*\*P < 0.005; ns, not significant (Student's *t*-test).

**A**

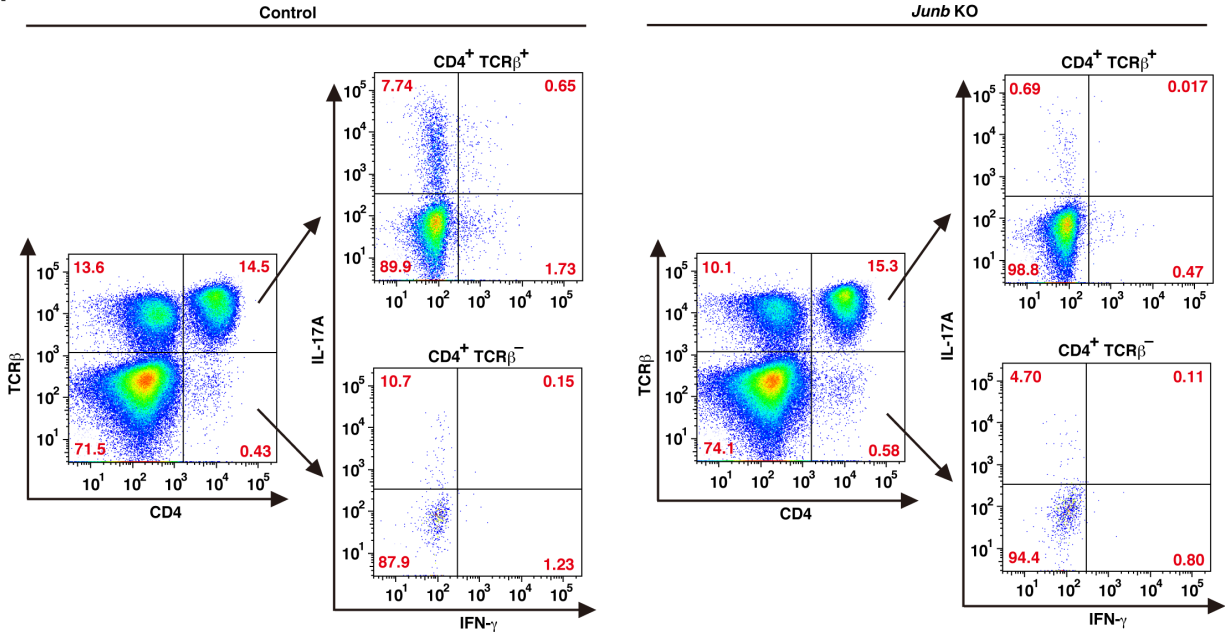

**B**

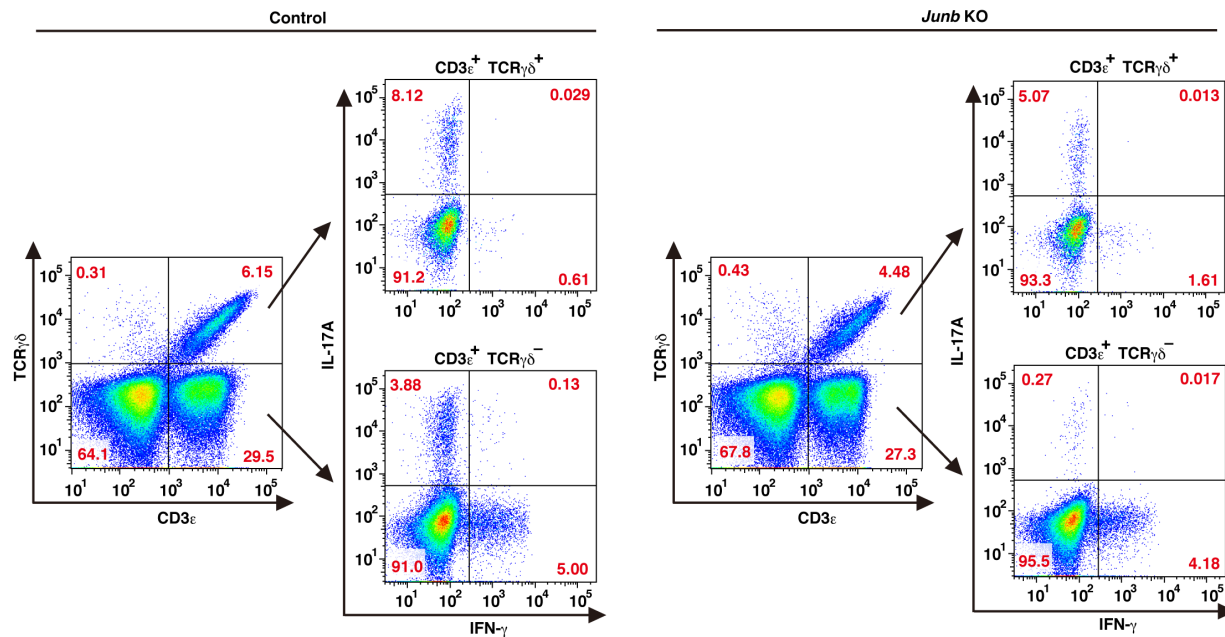

**Supplementary Figure 11. IL-17A Production by lymphocytes from short intestinal lamina propria.** Lamina propria lymphocytes were prepared from short intestine, and stimulated with PMA and ionomycin in the presence of GolgiPlug. After staining with CD45.2 and the indicated cell surface markers, cells were fixed and analyzed by intracellular cytokine staining. CD45.2<sup>+</sup> cells were analyzed as indicated.

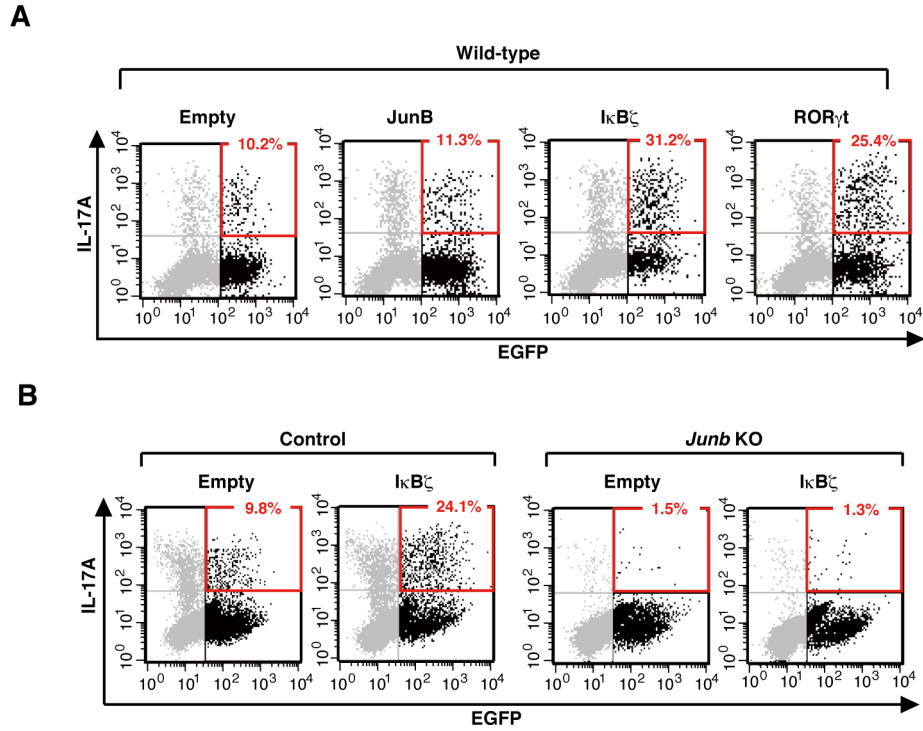

**Supplementary Figure 12. Effect of IκBζ overexpression on Th17 cell differentiation.**

Naive CD4<sup>+</sup> T cells were prepared from wild-type C57BL/6 mice (A), or *Junb*<sup>f/+</sup> (control) or *Junb*-deficient (KO) mice (B), and transduced by a bi-cistronic retroviral system for expression of the indicated protein (JunB, IκBζ, or RORγt) together with EGFP under Th17-polarizing conditions. Production of IL-17A was analyzed by flow cytometry; numbers indicate percent EGFP<sup>+</sup> cells producing IL-17A.

How the deposited data were processed for this re-analysis (not part of the article)

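RNA sequencing of 8 libraries was analysed: control and *Junb*-deficient naive CD4+ T cells and Th0 cells, with 1 library per genotype, and control and *Junb*-deficient Th17 cells, with 2 replicates per genotype. The condition of each library was taken from its labels, which call the control mice wild type. The labels of the *Junb*-deficient Th0 library conflict, since its title and source name it Th0 and its cell type tag names it Th17; it was taken as Th0 because Fig. 2C shows 1 such sample and 2 *Junb*-deficient Th17 samples.

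The authors trimmed paired-end reads with Trimmomatic, aligned them with TopHat to mm9 and the UCSC gene table, and counted them on the exons of each gene with featureCounts. The deposited values are these counts per gene and library, without normalization, as the header of each file and the paper's methods describe. Odd values numbered 0 in each of the 8 files, which is what counting each fragment 2 times would give; the counts were used as deposited, and halved counts were an alternative. Genes were named and placed on mm9 as in the files. Exon GC content was computed from the exon coordinates in the files and the mouse genome of that build. It was available for 23901 of the 23961 genes placed, and 99.83% of the 20909 symbols shared with a reference annotation of that build overlapped it.

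Total counts were 13863876 and 15331894 in control and *Junb*-deficient naive cells, and 14573886 and 8087954 in control and *Junb*-deficient Th0 cells. In Th17 cells they were 14223630 and 11572768 in the control replicates and 21169134 and 11865572 in the *Junb*-deficient replicates. *Rn45s* took 12.1% (95% Wilson interval 12.08 to 12.11) of the counts in replicate 1 and 22.7% (95% Wilson interval 22.67 to 22.72) in replicate 2 of control Th17 cells. Such intervals cover counting error only and treat counts as independent, which they are not if fragments were counted 2 times. For gene expression, the spread between replicates also limits the precision, with a common biological coefficient of variation of 0.245 in the Th17 libraries. This spread was not compared with counting error gene by gene. Counting error may be the larger for genes with few counts, such as *Il23r* (0.715 and 0.885 CPM in the *Junb*-deficient Th17 replicates).

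*Junb*-deficient and control Th17 cells were compared in R 4.3.3 with edgeR 4.0.16 on the 4 Th17 libraries. Genes were kept by filterByExpr (minimum count 10), libraries were normalized by the trimmed mean of M-values, and genes were tested by the quasi-likelihood test with Benjamini-Hochberg adjustment. The standard error of a log2FC is its size divided by the square root of the quasi-likelihood F statistic. It was not estimated apart from the test. The paper's limits were used, an FDR below 0.001 and a log2FC beyond 1 in size. The paper names edgeR and its normalization, and its text does not name which of edgeR's tests was used. The changes from naive or Th0 to Th17 cells, and the interaction between genotype and culture, were tested in a fit of all 8 libraries as 6 groups, in which the Th17 replicates alone give the error. For single libraries, log2 CPM with a prior count of 2 was compared and no test was made. FPKM was computed from counts and exon length, and libraries were clustered by Spearman correlation distance with Ward's linkage, as in the paper. Enrichment of interleukin genes was tested by a two-sided Fisher's exact test against all tested genes.

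The labels number the Th17 replicates 1 and 2 in both genotypes. Whether equal numbers mark pairs is not stated, so the main comparison has no block, and a replicate block by these numbers was an alternative. The deviations of same-numbered libraries from their group means had a correlation across genes of 0.168. Differently numbered libraries give −0.168 by construction, so this value does not decide whether the numbers mark pairs.

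The genes named were chosen before the data were examined: the genes whose mRNA or protein the paper follows in T cells, sex-linked genes, a list of markers of other cell types, and the 10 largest decreases and 10 largest increases past the limits with every *Junb*-deficient library on the same side of every control library and a mean of at least 1 CPM. Some of the genes covered by this rule are not reported here. The alternatives chosen at that stage were edgeR's likelihood ratio and classic exact tests, DESeq2 1.42.0 with its Wald test, DESeq2's size factors, library size alone, other filters on low counts, a fit of all 8 libraries, the replicate block, an FDR of 0.05, other prior counts, other distances and linkage, thinning to the smallest library, disjoint control Th17 replicates for the 2 axes of a correlation, and leaving out each Th17 replicate. Halved counts, leaving out the 10 genes with the largest totals, thinning in the test of Th17 cells, and removal of each library's GC trend were added after the data were seen. The GC trend was fitted per library by a local regression of log2 CPM, relative to the gene's mean over libraries, on exon GC content, and entered the edgeR fit as an offset.

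The programs were tested on simulated data made from the libraries' own means, totals and dispersions. Of 200 changed genes, the quasi-likelihood test on 4 libraries recovered 190 with 0 false calls among 12143 genes tested, and on 8 libraries 192 with 0 false calls among 12871. The likelihood ratio test on 4 libraries recovered 193 with 0 false calls, whereas on the deposited counts these tests gave 24 and 269 lower genes. The simulated spread followed the trend across genes without varying from gene to gene, and only well expressed genes were changed. These rates test the programs and do not give the power on the deposited counts. DESeq2 recovered 191 on 4 libraries with 1 false call. With a GC trend put into 1 library, 181 were recovered before and 188 after its removal, and the Spearman correlation of GC content with log2FC went from −0.352 to −0.00265. A correlation with shared control Th17 libraries was −0.41 in simulated counts without any effect and −0.00898 with disjoint ones. This tests the division of the replicates and does not measure the shared part of the correlation in the deposited counts.

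The pathway collections the paper used were not used here, and quantitative PCR, immunoblot, chromatin and mouse disease experiments were not analysed here.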

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

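The interaction between genotype and culture was planned before the data were examined, as were the lists of markers of other cells and their test in naive and Th0 cells. The tests of myeloid and of B cell markers in Th17 cells, of the Th0 libraries as a source of the higher genes, and of results with the GC trend removed were chosen after results were seen.

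A difference between groups was seen in the effect of JunB deficiency, which was compared between Th17 and Th0 cultures. It differed for 30 genes at an FDR below 0.05 (22 with a more negative and 8 with a more positive effect in Th17 cells), for 0 at an FDR below 0.001, and for 853 at an unadjusted p below 0.05. Among them were *Il17a*, with a difference of log2FC values of −4.54, and *Il17f*, with −6.12 (adjusted p = 0.0111 for both from edgeR's quasi-likelihood test). Both *Junb*-deficient Th17 libraries were lower than both control libraries for these genes, and Th0 cells had 1 library per genotype, so the error comes from Th17 cells. A difference in library size is a technical candidate explanation, since the *Junb*-deficient Th0 library is the smallest, but thinning every library to the smallest left 25 lower and 16 higher genes in Th17 cells, close to the 24 and 18 found without it. The interaction itself was not run on thinned counts. A biological explanation, that IL-6 and TGF-β1 induce genes through JunB, may apply and remains a hypothesis, because 1 Th0 library per genotype cannot separate culture from library.

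The paper describes activation by JunB deficiency of genes down-regulated during Th17 differentiation as a group (Fig. 2B). Here 18 genes were higher in *Junb*-deficient than in control Th17 cells, of which 5 were down-regulated from naive and 8 from Th0 cells. The largest increases were those of *Lcn10*, *Scin*, *Nrgn*, *Ccl1*, *Pla2g4f*, *Lad1*, *Eno3*, *Pdzk1ip1*, *Serpinb6b* and *Nkg7*. All of these 18 were higher to some extent in the *Junb*-deficient Th0 library as well, 13 of them by more than 1 on the log2 scale. At an FDR below 0.05, 47.0% of the 270 higher genes (127 genes) were higher by more than 1 between the Th0 libraries, just under the 50% set as the sign of a source shared by all *Junb*-deficient cultures. Of the 270 genes, 232 were higher in the *Junb*-deficient Th0 library to some extent, with a median of 0.92, and 47.0% lies close to that limit, so this test leaves the source open. GC content was tested as a technical explanation: with each library's GC trend removed, 3 genes stayed higher, and with the replicate block added 2 did. Of the 15 that did not stay without the block, 9 had a log2FC as large or larger than before, the smallest kept 74.6% of its size, and the median went from 3.71 to 3.67. These calls were lost at the FDR limit, with a highest FDR of 0.00413. A smooth trend per library would hardly remove a log2FC of this size, so this is no test of its cause.

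Markers of myeloid cells were also higher in *Junb*-deficient Th17 cells, with a median log2FC of 4.19 over the 5 expressed markers, all 5 of them higher. Against random lists of genes of similar expression this median was at percentile 100, and that of B cell markers at percentile 99.85, while the 2 NK cell markers, both higher, were at percentile 71.47. Among single genes, *Lyz2* had 29.9 and 73.9 CPM against 2.29 and 2.60 CPM in control cells (adjusted p = 0.00169), and *S100a8* 6.33 and 12.5 CPM against 0.143 and 0.20 CPM (adjusted p = 0.00229, both from edgeR's quasi-likelihood test), neither past an FDR of 0.001 in this comparison. Both passed it with the replicate block (adjusted p = 0.000138 and 0.000417), where same-numbered deviations had a correlation of 0.168, and in the fit of all 8 libraries (adjusted p = 0.000197 and 0.000213). The list of markers of other cells was at percentile 99.99 between the naive libraries and 100 between the Th0 libraries. Within it, B cell markers were at percentile 93.14 and NK cell markers at 88.28 between the naive libraries, and at 99.92 and 63.8 between the Th0 libraries, so the NK cell markers did not stand out from random lists. The values of the myeloid markers could come from more RNA of other cells in the *Junb*-deficient preparations, carried from the sorted cells into the cultures. So could those of the B cell markers, with less weight in naive cells. Expression of these genes in T cells without JunB could also give such values, and no test here separates these explanations. The paper reports a myeloproliferative abnormality in *Junb*-deficient mice, and the T cells were prepared from spleen and lymph nodes. Before culture, all 5 expressed myeloid markers were already higher in the *Junb*-deficient naive library (median log2FC 1.73, percentile 100). Both points go with carried-over myeloid cells. They do not exclude expression in T cells, and the naive libraries have no replicates. *Cd4* and *Cd3e* differed little between the Th17 groups (log2FC 0.16 and −0.15).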

How the results depend on the processing

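Alternatives were set before the data were examined, except halved counts, leaving out the largest genes, thinning of the Th17 comparison and removal of each library's GC trend, which were chosen after seeing the data. The cause of a change was not tested unless stated.

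The number of genes past the limits changed with the test, the filter and the FDR limit. Against 24 lower and 18 higher genes in *Junb*-deficient Th17 cells, edgeR's likelihood ratio test gave 269 and 250, its classic exact test 257 and 238, DESeq2 240 and 182, library size alone 79 and 102, all genes with at least 1 count 344 and 304, a fit of all 8 libraries 48 and 48, the replicate block 77 and 64, and an FDR below 0.05 315 and 270. Removing the GC trend gave 12 and 3, and with the replicate block 12 and 2. Halved counts gave 23 and 17, and leaving out the 10 largest genes 29 and 19, within 1.5 times of the reported numbers.

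From naive to Th17 cells, 363 genes rose and 364 fell. The likelihood ratio test gave 1142 and 1206, DESeq2 951 and 691, genes with at least 1 count 1375 and 1193, genes with at least 10 counts in every library 185 and 193, an FDR below 0.05 2064 and 1891, and library size alone 647 that fell. From Th0 to Th17 cells, 46 rose and 48 fell, against 328 and 253, 292 and 132, 482 and 285, 14 and 11, and 494 and 360 under the same alternatives, and 98 and 105 with library size alone. Leaving out 1 *Junb*-deficient Th17 replicate gave from 86 to 993 and from 126 to 848 genes from naive cells, and from 7 to 308 and from 12 to 176 from Th0 cells. Genes whose JunB effect differed between Th17 and Th0 numbered 0 (853 at an unadjusted p below 0.05), against 68 with the likelihood ratio test, 36 with DESeq2, 10 with library size alone, 116 with at least 1 count and 30 at an FDR below 0.05.

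The log2FC of *Junb*, *Il17a*, *Il17f*, *Il21*, *Il23r* and *Rora* stayed negative under every alternative run. Leaving out single replicates gave −6.19 to −4.73 for *Il17f*, −6.56 to −4.26 for *Il21* and −3.15 to −2.05 for *Il23r*. *Il17f* no longer passed an FDR of 0.001 with the GC trend removed (−5.56) or with that and the replicate block (−5.69). *Il21* passed with the likelihood ratio test, the exact test and DESeq2 (−5.82 in each), library size alone (−5.71), genes with at least 1 count (−5.82), the fit of 8 libraries (−5.79) and the replicate block (−5.48). *Il23r* passed with the likelihood ratio and exact tests (−2.71) and with genes of at least 1 count (−2.71), and *Rora* with the likelihood ratio and exact tests and DESeq2 (−1.75 in each) and with genes of at least 1 count (−1.73). With genes of at least 1 count, log2FC values hardly moved, so passing there rests on a smaller estimate of error.

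Correlations of differentiation with JunB deficiency stayed negative throughout. Over genes up-regulated from naive cells, r was −0.423 with control Th17 replicate 1 for differentiation and replicate 2 for JunB deficiency, the Spearman value −0.321, and r with library size alone −0.454. Over genes down-regulated from naive cells it was −0.395 and −0.526 with the replicates divided in either way, −0.553 by Spearman, −0.463 with at least 10 counts, −0.599 for gene sets at an FDR below 0.05 and −0.568 with library size alone, with −0.772 to −0.569 without single replicates. Over all genes from naive cells it was −0.291 and −0.373 with divided replicates and −0.606 to −0.370 without single replicates. From Th0 cells, up-regulated genes gave −0.599 with replicate 2 for differentiation, −0.431 with at least 10 counts, −0.517 for sets at an FDR below 0.05 and −0.422 with library size alone. Down-regulated genes gave −0.669 to −0.427 without single replicates, and all genes −0.284 and −0.227 with divided replicates, −0.593 with at least 10 counts and −0.661 to −0.429 without single replicates.

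The distance of *Junb*-deficient Th17 cells to control Th17 minus that to control Th0 cells, 0.00207, was reversed without replicate 2 of control Th17 cells and ranged from −0.00481 to 0.00895 over single replicates left out. It was −0.00263 with the GC trend removed. The difference of joining heights, 0.0240, was 0.0380 with genes passing filterByExpr, 0.0546 with at least 10 counts, 0.0121 with average linkage, and from −0.0108 to 0.0353 with single replicates left out, reversed without the same control replicate.

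With at least 10 counts in every library, genes beyond 1 numbered 198 in naive, 530 in Th0 and a median of 1358 in Th17 cells, and the correlation of the naive to Th0 changes was 0.905. Lower genes highest in control Th17 cells numbered 221, 212 and 250 in the sets of the likelihood ratio test, the exact test and an FDR below 0.05.

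Among the genes named only as examples, *Jund* was reversed with the replicate block (−0.040), *Foxp3* with library size alone (0.11), the replicate block (0.33), the GC trend removed (0.051) and both (0.48), and *Stat3* with library size alone (0.15), the GC trend removed (0.025) and both (0.029), none of them with an adjusted p below 0.05. With single replicates left out, the sign also changed within the ranges of *Foxp3* (−0.94 to 1.61), *Jun* (−1.16 to 0.012), *Jund* (−0.42 to 0.33), *Batf* (−0.045 to 0.68) and *Stat3* (−0.28 to 0.22). For these genes, 28 other values were weaker, 2 stronger and 12 moved, and 412 were counted as unchanged, some of these sign changes of small values among them. For the main results, 203 values were as reported, 98 moved, 14 were stronger, 2 were weaker and 3 were reversed.

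Some alternatives give no value. Without 1 Th17 replicate, no calls were made for the genes lower or higher in *Junb*-deficient Th17 cells or for the interaction. None were made for differentiation without a control Th17 replicate. This was a choice, since 1 library then remains in the arm compared, and not a limit of the fit. Calls were made elsewhere with 1 library in an arm, as for naive and Th0 cells. A change of gene set does not apply to the correlations over all genes.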

Differences from the paper's values

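The paper's number of genes down-regulated in *Junb*-deficient Th17 cells is 234, and the number found here was 24. Of the alternatives set before the data were examined, the number was within 1.5 times of the paper's with edgeR's likelihood ratio test (269), its classic exact test (257), DESeq2's Wald test (240), all genes with at least 1 count (344) and an FDR below 0.05 (315). The fit of genes with at least 1 count came near through a changed estimate of error: *Il21* had a quasi-likelihood adjusted p of 5.68e-59 in it. The number was not within 1.5 times with DESeq2's size factors (31), library size alone (79), at least 10 counts in every library (22), a fit of all 8 libraries (48), the replicate block (77) or no limit on log2FC (24). Of the alternatives chosen after seeing the values, none came within 1.5 times: halved counts (23), the 10 largest genes left out (29), thinned libraries (25), the GC trend removed (12) and the GC trend removed with the replicate block (12).

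Every join in the paper's dendrogram, read by eye, was higher than here. Naive cells joined here at 0.0244 against 0.035, *Junb*-deficient Th17 replicates at 0.0284 against 0.040, and control Th17 replicates at 0.0389 against 0.055. *Junb*-deficient Th17 cells joined Th0 cells at 0.0558 against 0.080, and control Th17 cells joined these at 0.0797 against 0.11. The differences past 1.5 times were those of the Th0 join and of the join of naive with all other cells. Control and *Junb*-deficient Th0 cells join at about 0.060 in Fig. 2C, and here at 0.0370. None of the alternatives set before the data were examined came within 1.5 times of it: 0.0257 with genes passing filterByExpr, 0.0262 with at least 10 counts in every library, 0.0186 with Pearson correlation, 0.0370 with average linkage and 0.0379 with thinned libraries.

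The naive cells join all others at about 0.26 in Fig. 2C, read by eye, and here at 0.170. The height was within 1.5 times of the paper's with genes passing filterByExpr (0.232), with at least 10 counts in every library (0.325, above it) and with thinned libraries (0.176, which differs little from 0.170), and not with Pearson correlation (0.161) or average linkage (0.104).

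The paper states that *Il21* and *Il23r* lose expression without JunB and refers to Fig. 2A for impaired *Rora* expression. Each was lower here, with adjusted p values of 0.003, 0.0353 and 0.00577 from edgeR's quasi-likelihood test, none of which passes the paper's FDR limit in that test. This depends on the test: all 3 passed it with the likelihood ratio test (adjusted p = 7.1e-14, 0.000468 and 1.57e-07) and the classic exact test (adjusted p = 1.97e-13, 0.000752 and 1.91e-07), *Il21* and *Rora* with DESeq2's Wald test (adjusted p = 1.04e-06 and 5.62e-09), and *Il21* alone with the replicate block (adjusted p = 0.000204), where same-numbered deviations had a correlation of 0.168. The paper also states that *Junb*-deficient Th17 cells resemble Th0 cells more than Th17 cells. The difference in distance, 0.00207, was in that direction, as it was with replicate 2 of the control Th17 cells alone (0.00895), and it was in the other direction with replicate 1 alone (−0.00481).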

Other observations

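The tests of gene length and GC content in Th17 cells, of dominant genes, of library size, of sex, of halved counts and of shared control libraries were chosen before the results they measure were seen. The tests of GC content between replicates, of results with the GC trend removed, and of single control Th17 replicates were chosen after results were seen.

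The number of lower genes in *Junb*-deficient Th17 cells was weighed against technical explanations. Gene length had a Spearman correlation of −0.0127 with log2FC across genes. Leaving out the 10 genes with the largest totals gave 29 lower genes, thinning the libraries to the smallest gave 25, and halving the counts gave 23. All 4 Th17 libraries expressed *Xist*, the lowest at 1003 CPM, and the highest value of 4 genes of the Y chromosome was 0.821 CPM over all libraries, so a difference in sex was not seen. Exon GC content, known for 99.92% of the tested genes, had a Spearman correlation of −0.412 with log2FC, past the limit of 0.2 set for a trend. With the GC trend removed, 12 of the 24 genes stayed lower; with the replicate block added 12 genes were lower, of which 8 were among the 24. Of the 12 genes lost with the GC trend removed, 6 had a log2FC as large or larger than before, the smallest kept 88.8% of its size, and their median went from −4.09 to −4.04. Removal of the trend thus changed which genes passed the FDR limit, with a highest FDR of 0.00323 among those lost, and changed their log2FC little. A smooth trend per library would hardly remove a log2FC of this size, so this is no test of its cause. JunB deficiency, the difference in the design, may account for the decrease, and for these genes as a set it remains a hypothesis from these libraries alone. Outside these libraries, the paper reports lower *Il17a*, *Il17f*, *Il21* and *Il23r* mRNA by quantitative PCR. It also reports that retroviral JunB restored IL-17A production in *Junb*-deficient cells.

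The GC trend was also present between replicates of 1 genotype. The Spearman correlation of GC content with the difference of replicate 2 from replicate 1 was 0.387 in control Th17 cells and −0.207 in *Junb*-deficient Th17 cells. Replicate 2 of the control Th17 cells also had the highest share of *Rn45s*, 22.7%. A candidate explanation is a difference in library preparation, and no batch is given in the labels to test it. No biological explanation was tested.

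The distance of *Junb*-deficient Th17 cells to control Th17 minus that to control Th0 cells depended on the same library. With 1 control Th17 replicate at a time, it was −0.00481 with replicate 1 and 0.00895 with replicate 2. With the GC trend removed it was −0.00263, against 0.00259 for the same genes with the trend. Spread between the control Th17 replicates and GC content may therefore each decide its sign. *Junb*-deficient Th17 cells still joined Th0 cells first by Ward's linkage with the GC trend removed, with a difference of heights of 0.0244.

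The correlation between differentiation and JunB deficiency has control Th17 libraries on both axes. Over all tested genes, r with the control Th17 replicates divided kept at least 57.6% of its size from naive cells and 45.5% from Th0 cells. Simulated counts without any effect gave −0.41 with shared replicates. That value holds for chance variation alone, without the spread that differentiation adds, so it does not measure the shared part of r. By the divided values, the shared libraries may account for a large part of r over all genes from Th0 cells and for a smaller part from naive cells. Negative values remained with divided replicates in both. With the GC trend removed, r was −0.493 from naive and −0.479 from Th0 cells, so GC content changed little.

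The number of genes beyond 1 between single libraries could follow library size, but with all libraries thinned to the smallest the median in Th17 cells was 2902, against 1919 in Th0 cells and 1058 in naive cells, so library size does not account for the larger number in Th17 cells. The spread between control Th17 replicates, with 2162 genes, remains a limit on that comparison.

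The paper follows other genes by quantitative PCR, immunoblot or chromatin immunoprecipitation, and their values in the Th17 libraries are given here as measured. *Irf4* had a log2FC of −1.41 (adjusted p = 0.0396), *Batf* 0.33 (adjusted p = 0.631), *Jun* −0.69 (adjusted p = 0.363), *Jund* 0.01 (adjusted p = 0.993), *Fosl2* −0.59 (adjusted p = 0.231), *Nfkbiz* 0.77 (adjusted p = 0.0989) and *Stat3* −0.05 (adjusted p = 0.954), from edgeR's quasi-likelihood test with 2 replicates per genotype. *Foxp3* had 35.4 and 204 CPM in the control replicates and 109 and 111 CPM in the *Junb*-deficient replicates, a log2FC of −0.16 (adjusted p = 0.924), and between the Th0 libraries it was 6.26 CPM in the control and 29.2 CPM in the *Junb*-deficient cells.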
